# PUMILIO hyperactivity drives premature aging of *Norad*-deficient mice

**DOI:** 10.7554/eLife.42650

**Published:** 2019-02-08

**Authors:** Florian Kopp, Mahmoud M Elguindy, Mehmet E Yalvac, He Zhang, Beibei Chen, Frank A Gillett, Sungyul Lee, Sushama Sivakumar, Hongtao Yu, Yang Xie, Prashant Mishra, Zarife Sahenk, Joshua T Mendell

**Keywords:** long noncoding RNA, aging, *Norad*, PUMILIO, genomic stability, mitochondria, Human, Mouse

## Abstract

Although numerous long noncoding RNAs (lncRNAs) have been identified, our understanding of their roles in mammalian physiology remains limited. Here, we investigated the physiologic function of the conserved lncRNA *Norad* in vivo. Deletion of *Norad* in mice results in genomic instability and mitochondrial dysfunction, leading to a dramatic multi-system degenerative phenotype resembling premature aging. Loss of tissue homeostasis in *Norad*-deficient animals is attributable to augmented activity of PUMILIO proteins, which act as post-transcriptional repressors of target mRNAs to which they bind. *Norad* is the preferred RNA target of PUMILIO2 (PUM2) in mouse tissues and, upon loss of *Norad*, PUM2 hyperactively represses key genes required for mitosis and mitochondrial function. Accordingly, enforced *Pum2* expression fully phenocopies *Norad* deletion, resulting in rapid-onset aging-associated phenotypes. These findings provide new insights and open new lines of investigation into the roles of noncoding RNAs and RNA binding proteins in normal physiology and aging.

## eLife digest

Only a tiny portion of our genetic material contains the information required to create proteins, the workhorses of the body. The rest of our DNA, however, is not useless: some of it can be transcribed to create molecules known as non-coding RNAs, which are increasingly scrutinized by scientists.

For example, a non-coding RNA called *NORAD* acts as a guardian of the genome by reducing the activity of a protein named PUMILIO. Without *NORAD*, PUMILIO becomes overactive, and this causes problems as genetic information is split between two ‘daughter cells’ when a cell divides.

Defects in the amount of genetic material in cells have been linked with faster aging in animals. In addition, some studies suggest that as animals get older, the levels of *NORAD* in the body decrease, while the levels of PUMILIO increase. However, the precise role that *NORAD* may play in aging remains unclear.

To address this question, Kopp et al. engineered mutant mice that lack *Norad* (the mouse equivalent of human *NORAD*) and carefully monitored how they grew and developed. The animals looked normal at birth, but they seemed to age faster: for instance, their fur became thin and gray, and their brains developed age-related abnormalities much sooner than normal mice.

At the level of individual cells, losing *Norad* was also associated with problems often seen in old age. The mutant animals were more likely to have incorrect amounts of genetic information in their cells, and they had defects in the cell compartments that create the energy necessary for life. Further experiments showed that these issues were driven by PUMILIO being hyperactive. Overall, the work by Kopp et al. reveal that the non-coding RNA *Norad* is essential to keep PUMILIO activity in check and to prevent problems associated with aging from appearing in young animals. Further studies are now needed to take a closer look at how *NORAD* and other non-coding RNAs keep us healthy.

## Introduction

Long noncoding RNAs (lncRNAs) comprise a heterogeneous class of transcripts that are defined by a sequence length greater than 200 nucleotides and the lack of a translated open-reading frame (ORF). lncRNAs have been proposed to perform a variety of cellular functions including regulation of gene expression in *cis* and *trans*, modulation of functions of RNAs and proteins to which they bind, and organization of nuclear architecture (Batista and Chang, 2013). Although they have been estimated to number in the tens of thousands (Harrow et al., 2012), the biological significance of the vast majority of lncRNAs remains to be established. This is due, in part, to the generally low abundance and poor evolutionary conservation of most lncRNAs, which has limited our ability to interrogate their biochemical functions as well as their biologic roles in vivo using model organisms. Moreover, while genetic studies in mice have uncovered important functions for selected mammalian lncRNA loci in development and disease states (Arun et al., 2016; Sauvageau et al., 2013), it has often been challenging to connect specific lncRNA-driven phenotypes to defined RNA-mediated functions. As a result, our broad understanding of how the molecular pathways controlled by lncRNAs impact development and physiology remains limited.

*Noncoding RNA activated by DNA damage* (*NORAD*) is a recently described lncRNA that is distinguished from the majority of transcripts in this class due to its high abundance in mammalian cells and strong evolutionary conservation across mammalian species (Lee et al., 2016; Tichon et al., 2016). Studies in human cells have established that this RNA functions as a strong negative regulator of PUMILIO1 (PUM1) and PUMILIO2 (PUM2), RNA binding proteins (RBPs) that belong to the deeply conserved family of Pumilio and Fem3 binding factor (PUF) proteins. PUM1/2 bind specifically to the eight nucleotide (nt) PUMILIO response element (PRE) (UGUANAUA), which is often located in the 3’ UTR of mRNAs. Binding of PUM1/2 to these sites triggers accelerated deadenylation, reduced translation, and turnover of mRNA targets (Miller and Olivas, 2011; Quenault et al., 2011). With the capacity to bind a large fraction of PUM1/2 within the cell, *NORAD* limits the availability of these proteins to repress target mRNAs (Lee et al., 2016; Tichon et al., 2016). Consequently, inactivation of *NORAD* results in PUMILIO hyperactivity with augmented repression of a program of target mRNAs that includes key regulators of mitosis, DNA repair, and DNA replication. Dysregulation of these genes results in dramatic genomic instability in *NORAD*-deficient cells (Lee et al., 2016). In accordance with this model, PUM2 overexpression is sufficient to phenocopy, while PUM1/2 loss-of-function is sufficient to suppress, the *NORAD* knockout phenotype in human cells. Recent work has identified additional RNA-binding proteins that interact with *NORAD* including SAM68, which facilitates PUMILIO antagonism by this lncRNA (Tichon et al., 2018), and RBMX, an RNA binding protein that contributes to the DNA damage response (Munschauer et al., 2018). While it has not yet been demonstrated that *NORAD*:RBMX interaction is essential to maintain genomic stability, this intriguing interaction raises the possibility of additional functions for *NORAD* beyond regulation of PUMILIO activity.

Although PUF proteins are deeply conserved across eukaryotic species, the emergence of *NORAD* specifically within mammals suggests the existence of strong selective pressure to maintain tight control of PUMILIO activity within this lineage. In mice, PUM1 and PUM2 loss-of-function has been linked to behavioral abnormalities, elevated neuronal excitability, and impaired neurogenesis, while inactivation of PUM1 reduces fertility in males and females (Goldstrohm et al., 2018). Interestingly, mammalian neurons are exquisitely sensitive to reduced dosage of PUMILIO, with only a 25% to 50% reduction in PUM1 expression resulting in neurodegeneration in both human and mouse brain (Gennarino et al., 2018; Gennarino et al., 2015). The existence of *NORAD* suggests that hyperactivity of PUMILIO, expected to occur in the absence of this lncRNA, may also result in deleterious effects. While studies in cell lines have demonstrated that *NORAD* loss or PUMILIO overexpression results in genomic instability, the consequences of mammalian PUMILIO hyperactivity in vivo have yet to be examined.

Here, we report an investigation of the physiologic role of the *Norad*-PUMILIO axis through the generation and characterization of *Norad*-deficient and *Pum2* transgenic mouse lines. While deletion of *Norad* does not overtly impact development, mice lacking this lncRNA develop a dramatic multi-system degenerative phenotype that resembles premature aging. Loss of *Norad* results in PUMILIO hyperactivity and repression of genes that are essential for normal mitosis, leading to the accumulation of aneuploid cells in *Norad*-deficient tissues. Unexpectedly, *Norad* loss also causes striking mitochondrial dysfunction, associated with repression of PUMILIO targets that regulate mitochondrial homeostasis. Importantly, transgenic expression of *Pum2* is sufficient to fully phenocopy *Norad* loss of function, triggering genomic instability, mitochondrial dysfunction, and rapidly-advancing aging-associated phenotypes. These findings demonstrate the importance of *Norad* in maintaining tight control of PUMILIO activity in vivo and establish a critical role for this lncRNA-RBP regulatory interaction in mammalian physiology.

## Results

### Deletion of the mouse *Norad* ortholog

A mouse ortholog of *NORAD* (*2900097C17Rik* or *Norad*), exhibiting 61% nucleotide identity with its human counterpart, is clearly identifiable on mouse chromosome 2 (Figure 1A). Like the human transcript, mouse *Norad* shows minimal protein-coding potential as assessed by PhyloCSF, a metric that discriminates between coding and noncoding sequences based on their evolutionary signatures (Lin et al., 2011) (Figure 1—figure supplement 1A). Both human and mouse *NORAD*/*Norad* are ubiquitously expressed throughout the body, with highest abundance in brain (Figure 1B and Figure 1—figure supplement 1B). RNA fluorescent in situ hybridization (RNA FISH) in mouse embryonic fibroblasts (MEFs), as well as fractionation experiments in a panel of mouse cell lines, revealed a predominately cytoplasmic localization of *Norad* (Figure 1C and Figure 1—figure supplement 1C), mirroring the localization of the human transcript (Lee et al., 2016; Tichon et al., 2016).

**Figure 1.**
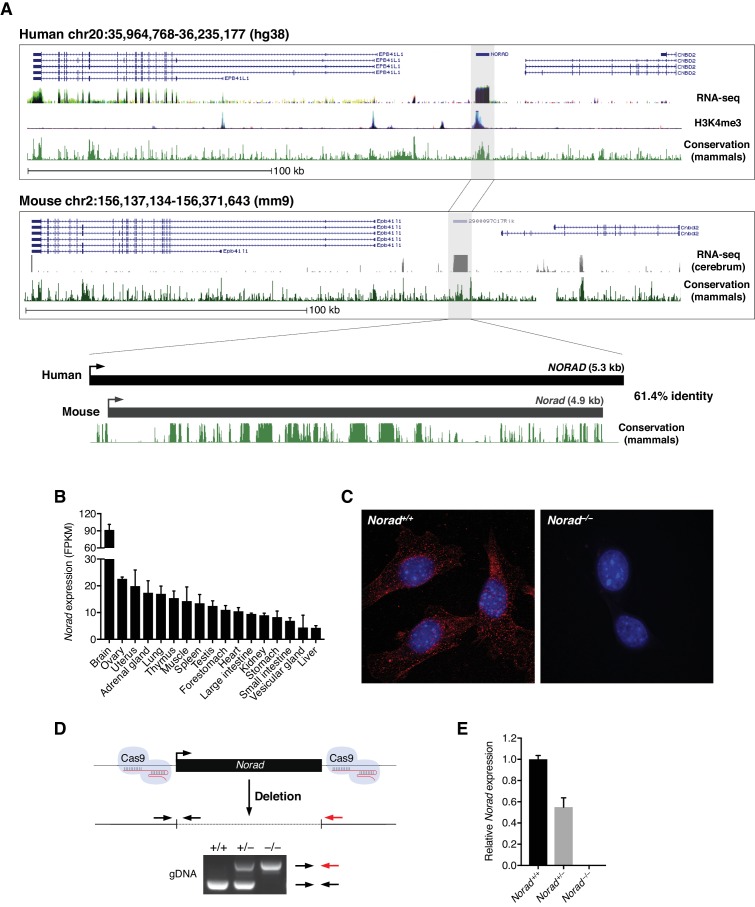
Deletion of the mouse *Norad* ortholog. (**A**) Syntenic regions of human and mouse chromosomes 20 and 2, respectively, harboring *Norad* orthologs. The following UCSC Genome Browser tracks are shown: human and mouse Refseq genes, human ENCODE regulation track with overlay of RNA-seq data from 9 cell lines and H3K4me3 data from 7 cell lines, mammalian conservation for both human and mouse (Phastcons), and mouse ENCODE UW RNA-seq data from mouse cerebrum. (**B**) *Norad* expression across 17 mouse tissues based on RNA-seq data from the Mouse Transcriptomic BodyMap (Li et al., 2017). (**C**) RNA FISH in immortalized MEFs of the indicated genotypes demonstrates predominantly cytoplasmic localization of *Norad*. (**D**) Schematic of CRISPR/Cas9-mediated genome-editing strategy used to delete *Norad* in mice. Genotyping PCR strategy and a representative genotyping result are shown. (**E**) *Norad* expression in primary MEF lines of the indicated genotypes, determined by qRT-PCR (n = 3 biological replicates). Data are represented as mean ± SD in (**B**) and (**E**).

**Figure 1—figure supplement 1.**
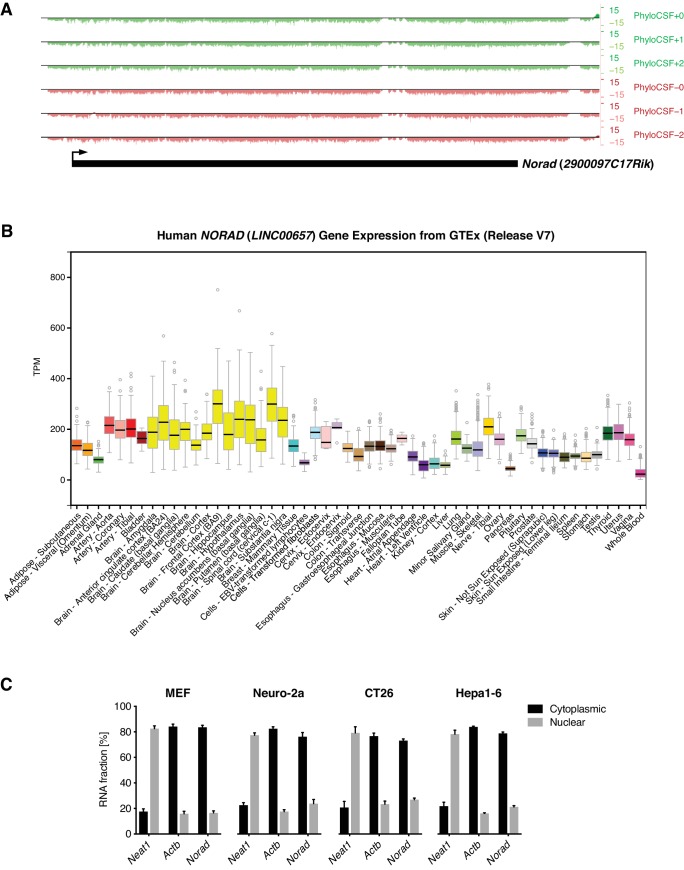
Deletion of the mouse *Norad* ortholog. (**A**) Low protein-coding potential of *Norad* (*2900097C17Rik*). PhyloCSF tracks from the UCSC Genome Browser (mm10) shown for all three reading frames on both strands. (**B**) *NORAD* (*LINC00657*) expression in human tissues. RNA-seq data from the Genotype-Tissue Expression (GTEx) Project (Release V7) plotted as transcripts per million (TPM). (**C**) Predominantly cytoplasmic localization of *Norad* in the indicated mouse cell lines. Subcellular localization was determined by cellular fractionation with subsequent qRT-PCR of *Norad*, *Neat1* (nuclear control), or *Actb* (cytoplasmic control) (n = 3 biological replicates). Data are represented as mean ± SD in (**C**).

**Figure 1—figure supplement 2.**
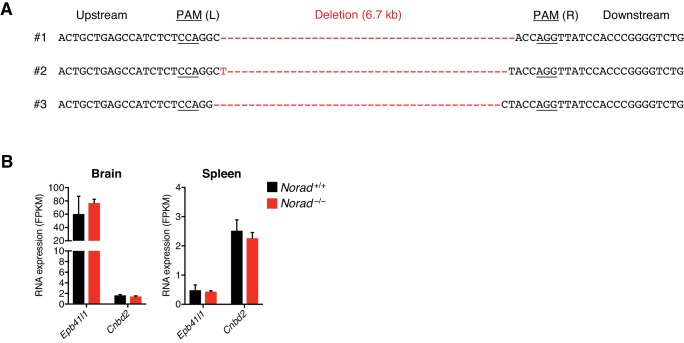
Deletion of the mouse *Norad* ortholog. (**A**) Sequences of genomic deletions induced by genome editing in *Norad^–/–^* mice. (**B**) Expression levels of the indicated genes neighboring *Norad* in brain and spleen as determined by RNA-seq (n = 3 mice per genotype). Data are represented as mean ± SD in (**B**).

To investigate the function of the mouse *Norad* ortholog, clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9-mediated genome editing was employed to delete the lncRNA-encoding sequence from the mouse genome, yielding three independent knockout lines (Figure 1D–E and Figure 1—figure supplement 2A). 

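Brain and spleen RNA of 10-week-old males was sequenced from 3 *Norad+/+* and 3 *Norad-/-* mice per tissue, as stranded single reads of poly(A)-selected RNA. The authors filtered reads with NGS QC Toolkit, aligned them to GRCm38 with TopHat2 and kept uniquely mapped reads. The values used here are FPKM, read coverage scaled by transcript length and depth, made by the submitters with StringTie for 24062 genes in every library. Depth was estimated from the smallest FPKM steps. It had a median of 35.0 M reads (28.4 to 36.7) in *Norad+/+* brain and 34.7 M (33.5 to 35.4) in *Norad-/-* brain. In spleen it was 32.5 M (31.6 to 33.8) in *Norad+/+* and 35.3 M (32.7 to 35.3) in *Norad-/-*. Genes with a mean of at least 1 FPKM in a tissue were compared with limma on log2(FPKM + 0.1), and p was adjusted over all genes tested in that tissue, with a threshold of 0.05. All changes below are log2 fold changes of *Norad-/-* against *Norad+/+*. Gene lists fixed before the data were examined were compared with all other genes by camera at its preset correlation, 43 lists in brain and 38 in spleen. With an estimated correlation no list passed in either tissue (smallest adjusted p = 0.872 in brain and adjusted p = 0.649 in spleen). In simulated data a list moved by -0.5 missed the threshold of that test in spleen (49 genes, adjusted p = 0.0886). Such a list passed it in brain (14 genes, adjusted p = 0.0212). Missing it thus does not show that a list is unmoved. *Norad+/+* brain replicate 3 stood apart from the other brain libraries, with a median Spearman correlation of 0.949 against 0.973 to 0.979 for the rest. So did *Norad+/+* spleen replicate 3 (0.948 against 0.961 to 0.971). *Norad-/-* brain replicate 3 held 984 FPKM of *Gh*, the pituitary growth hormone. *Norad+/+* spleen replicate 3 held 80.4 FPKM of *Ctrb1*, a pancreatic protease precursor, and 56.8 FPKM of *Alb*, the liver's serum albumin.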

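*Norad* stood at 367 ± 234 FPKM (SD, n = 3) in *Norad+/+* brain, with 206, 259 and 635 in the 3 libraries, and at 53.7 ± 9.8 (SD, n = 3) in *Norad+/+* spleen. None of the 6 *Norad-/-* libraries held more than 0.0173 FPKM. The gene (ENSMUSG00000102869, chromosome 2, 156388065 to 156392979 in GRCm38) fell in both tissues. Its log2 fold change was -11.58 in brain (standard error 0.40, adjusted p = 0.00077 from limma) and -8.95 in spleen (standard error 0.17, adjusted p = 1.99e-05), sizes that the pseudocount limits. *Epb41l1*, which encodes a membrane skeleton protein (ENSMUSG00000027624, chromosome 2, 156420909 to 156543214), did not pass in either tissue. In brain it had 60.2 ± 26.8 FPKM (SD, n = 3) in *Norad+/+* and 76.8 ± 5.67 (SD, n = 3) in *Norad-/-*, a log2 fold change of 0.47 (standard error 0.37, adjusted p = 0.751). Its lower *Norad+/+* mean came from *Norad+/+* brain replicate 3, at 30 FPKM against 81.2 and 69.4, and without that library the log2 fold change was 0.03. In spleen *Epb41l1* had 0.481 ± 0.184 (SD, n = 3) against 0.432 ± 0.0283 FPKM (SD, n = 3), below the filter. Fitted without the filter, its log2 fold change there was -0.08 (adjusted p = 0.879). Its direction in spleen turned after rescaling to TPM (0.02), after quantile normalization (0.10) and without *Norad+/+* spleen replicate 3 (0.16). *Cnbd2*, which encodes a cyclic nucleotide-binding domain protein (ENSMUSG00000038085, chromosome 2, 156312299 to 156375638), did not pass either. In brain it had 1.64 ± 0.153 FPKM (SD, n = 3) in *Norad+/+* and 1.43 ± 0.113 (SD, n = 3) in *Norad-/-*, a log2 fold change of -0.19 (standard error 0.13, adjusted p = 0.726). In spleen it had 2.52 ± 0.373 (SD, n = 3) against 2.26 ± 0.195 FPKM (SD, n = 3), a log2 fold change of -0.14 (standard error 0.15, adjusted p = 0.606), and 0.01 after quantile normalization. With 1 library left out the log2 fold change of *Cnbd2* in spleen ran from -0.221 to -0.029. The neighbours list as a whole did not pass with camera in brain (6 genes, median -0.13, adjusted p = 0.316) or in spleen (5 genes, median -0.14, adjusted p = 0.678). The study's own locus defines this list, so it is not independent evidence. Of its members, 0 passed limma over all genes tested and 1 in brain when adjusted over the list alone. This was *Scand1*, which shares coordinates with *Cnbd2* (log2 fold change -1.96, adjusted p = 0.605 over all genes tested). With 3 mice per group, an adjusted p above the threshold does not show that the genotypes are alike.

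**Figure D1:**
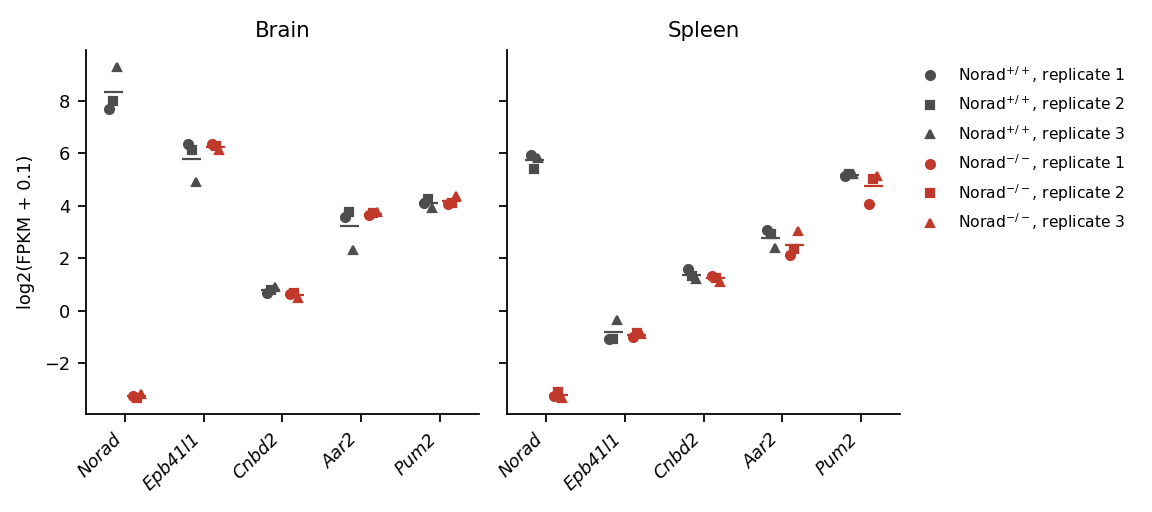
*Norad*, its neighbours *Epb41l1*, *Cnbd2* and *Aar2*, and *Pum2*. The vertical axis is log2(FPKM + 0.1) and the horizontal axis the gene. Each point is 1 mouse of the *Norad+/+* or *Norad-/-* group in brain or spleen, and short lines mark group means. *Norad* lies at the floor in *Norad-/-* libraries, while the points of its neighbours overlap between genotypes.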

Importantly, expression of the neighboring genes *Epb41l1* and *Cnbd2* was unaffected in *Norad^–/–^* brain and spleen (Figure 1—figure supplement 2B), demonstrating that deletion of the *Norad* locus does not perturb neighboring gene expression.

### *Norad* loss-of-function results in a degenerative phenotype resembling premature aging

*Norad^–/–^* mice were viable, fertile, and born at the expected Mendelian frequency (Figure 2—figure supplement 1A). Early in life, *Norad*-deficient mice were indistinguishable from wild-type littermates, but by 6 months of age, the onset of a multi-system degenerative phenotype resembling premature aging became apparent, with approximately 50% of the mice developing severe manifestations by 1 year of age (Figure 2A–B). This phenotype was characterized by accelerated alopecia and graying of fur in male *Norad^–/–^* mice (Figure 2A and Figure 2—figure supplement 1B), while both male and female *Norad^–/–^* mice displayed pronounced kyphosis (Figure 2B and Figure 2—figure supplement 1C). Increased kyphosis was also evident in *Norad^+/–^* animals, indicating a dose-dependent effect of *Norad* loss of function. Although body weight was comparable between cohorts of *Norad^+/+^*, *Norad^+/–^*, and *Norad^–/–^* mice at 1 year of age (Figure 2—figure supplement 1D), mice that developed outward features of aging such as kyphosis also exhibited significant weight loss accompanied by loss of total body fat and subcutaneous fat (Figure 2C–E). Abnormalities were also apparent in *Norad*-deficient skeletal muscle, with marked switching of fast twitch glycolytic (FTG) fibers to slow twitch oxidative (STO) fibers (Figure 2F), a phenomenon associated with normal muscle aging (Ciciliot et al., 2013). In addition, *Norad^–/–^* mice showed accelerated onset of aging-associated pathologies within the central nervous system (CNS) (Gray and Woulfe, 2005; Samorajski et al., 1968; Son et al., 2012), including condensed neuronal cell bodies and an accumulation of lipofuscin and vacuoles within spinal motor neurons (Figure 2G and Figure 2—figure supplement 1E). Similar pathologies were evident in neurons in the dorsal root ganglia, brain stem, and cerebellum (data not shown). These changes were accompanied by an overall reduction in neuronal density in the spinal cord (Figure 2—figure supplement 1F). Finally, *Norad^–/–^* mice showed decreased overall survival over a 2-year interval (Figure 2H). These findings demonstrate that *Norad* is essential to suppress widespread aging-associated degenerative phenotypes in mice.

**Figure 2.**
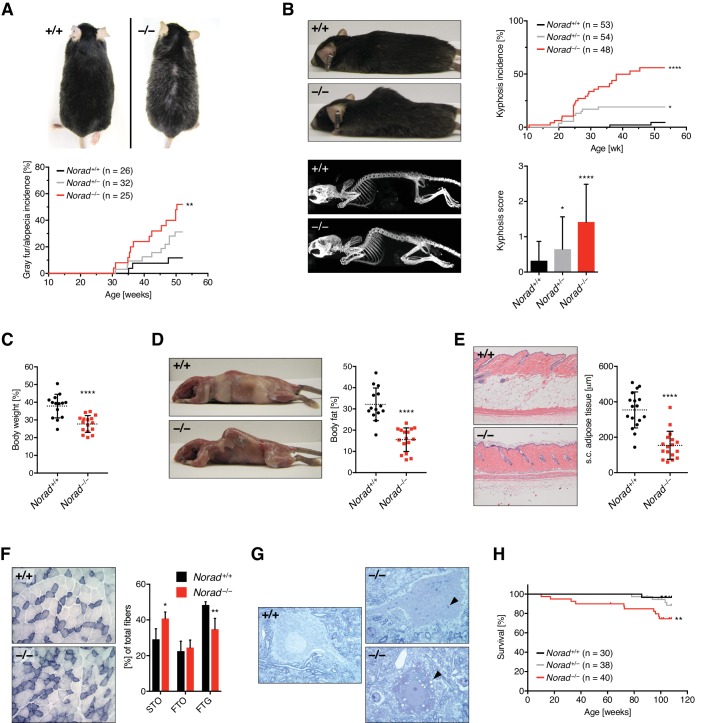
*Norad* loss-of-function results in a degenerative phenotype resembling premature aging. (**A**) Increased alopecia and gray fur in *Norad^–/–^* males. Representative 12-month-old male mice shown. (**B**) Kyphosis in *Norad^–/–^* mice. Kyphosis severity was scored from 0-3 using an established scheme (Guyenet et al., 2010). Upper right graph shows kyphosis incidence (score ≥ 2), lower right graph shows average kyphosis score at 12 months of age. Representative photographs and x-ray images of 12-month-old mice are shown. (**C**) Body weight of 12-month-old *Norad^–/–^* mice with a kyphosis score ≥ 2 compared to randomly-selected *Norad^+/+^* controls (n = 14-16 mice per genotype). (**D**) Body fat percentage of mice from panel (**C**), quantified using NMR. Photographs show representative 12-month-old mice with skin removed to demonstrate loss of fat depots. (**E**) Subcutaneous (s.c.) fat thickness in 12-month-old *Norad^–/–^* mice with a kyphosis score ≥ 2 compared to randomly selected *Norad^+/+^* controls (n = 17 mice per genotype). Representative H and E-stained skin sections shown. (**F**) Increased oxidative muscle fibers in 12-month-old *Norad^–/–^* mice. Fiber types in gastrocnemius muscle were grouped into slow twitch oxidative (STO), fast twitch oxidative (FTO), or fast twitch glycolytic (FTG) based on their high, intermediate or low SDH activity (n = 4 mice per genotype). Representative images of SDH histochemistry of gastrocnemius middle zones are shown. (**G**) Aging-related changes in the CNS of 12-month-old *Norad^–/–^* mice. Semi-thin sections of spinal cord demonstrate the presence of motor neurons with an accumulation of lipofuscin (arrowhead, upper right panel) or vacuoles (arrowhead, lower right panel) in *Norad^–/–^* mice. (**H**) Overall survival of mice of the indicated genotypes over a 2-year period. Data are represented as mean ± SD in (**B**)-(**F**), and p values were calculated using log-rank test in (**A**), (**B**), and (**H**) or Student’s t test in (**B**)-(**F**). *p ≤ 0.05, **p ≤ 0.01, ****p ≤ 0.0001.

**Figure 2—figure supplement 1.**
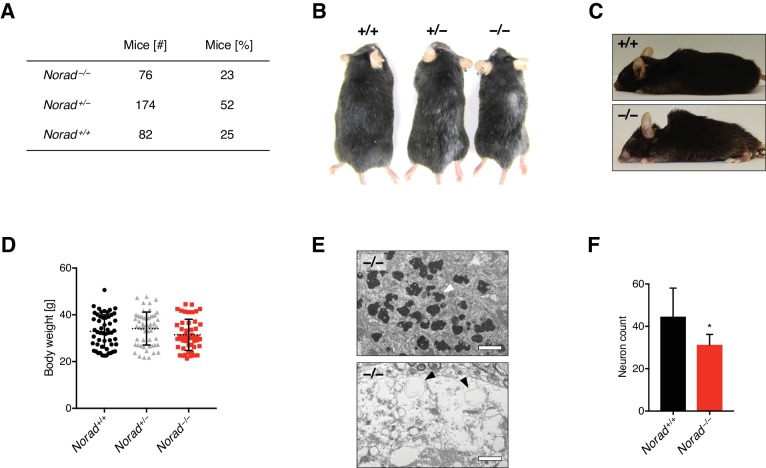
*Norad* loss-of-function results in a degenerative phenotype resembling premature aging. (**A**) Distribution of genotypes obtained from *Norad^+/–^* intercrosses. (**B**) Representative 12-month-old male *Norad^+/+^*, *Norad^+/–^* and *Norad^–/–^* littermates showing dose-dependent alopecia and graying of fur. (**C**) Pronounced kyphosis in a 34-month-old *Norad^–/–^* mouse compared to an age-matched wild-type control. (**D**) Body weight of 12-month-old mice of the indicated genotypes independent of the kyphosis score (n = 48-54 mice per genotype). (**E**) Electron micrographs of spinal cord motor neurons in 12-month-old *Norad^–/–^* mice showing an accumulation of lipofuscin (arrowhead, upper panel) and vacuoles (arrowhead, lower panel). Scale bars 2 μm. (**F**) Reduction of neuronal density in spinal cord of 12-month-old *Norad^–/–^* mice. For each genotype, neurons were quantified in a total of seven sections derived from five independent mice. Data are represented as mean ± SD in (**D**) and (**F**) and p value was calculated using Student’s t test. *p ≤ 0.05.

### PUMILIO hyperactivity in *Norad*-deficient mice

Previous work established that *NORAD* is the preferred binding partner of PUM2 in human cells (Lee et al., 2016). *NORAD* knockout or knockdown triggers PUMILIO hyperactivity and a consequent loss of genomic stability due to excessive PUMILIO-mediated repression of a set of target mRNAs that are critical for normal mitosis (Lee et al., 2016; Tichon et al., 2016). Given the prior demonstration that genomic instability in mice causes aging-associated phenotypes (Baker et al., 2004; Baker et al., 2006), the regulation of PUMILIO activity by this lncRNA, and the resulting effects of PUMILIO hyperactivity, could potentially underlie the phenotype of *Norad*-deficient animals.

To assess whether *Norad* regulates PUMILIO activity in mice, we performed enhanced UV crosslinking immunoprecipitation coupled with high-throughput sequencing (eCLIP) (Van Nostrand et al., 2016) to assess the transcriptome-wide interactions of PUM2 with target RNAs in *Norad^+/+^* and *Norad^–/–^* mice (Supplementary file 1). Brain was chosen for these experiments because *Norad* shows the highest expression in this tissue (Figure 1B and Figure 1—figure supplement 1B), pathologic changes are present in the CNS of *Norad^–/–^* mice (Figure 2G and Figure 2—figure supplement 1E–F), and mammalian PUMILIO proteins have been implicated in various neuronal functions (Driscoll et al., 2013; Gennarino et al., 2018; Gennarino et al., 2015; Siemen et al., 2011; Vessey et al., 2010; Vessey et al., 2006; Zhang et al., 2017).

Like human *NORAD*, the mouse transcript is highly enriched for PREs, harboring 11 perfect matches to the canonical PRE consensus and an additional 3 PREs conforming to a slightly relaxed consensus sequence (UGUANAUN) (Figure 3A). Accordingly, robust binding of PUM2 to *Norad* was detectable by eCLIP, with the majority of binding occurring in the vicinity of PRE sequences. Strikingly, *Norad* was by far the most highly bound PUM2 target in the transcriptome (Figure 3B), exhibiting at least 1000 times greater CLIP signal than 95% of all PUM2-bound mRNAs. Thus, as observed in human cell lines, but to a much greater extent in vivo, *Norad* is the preferred RNA target of PUM2 in mouse brain.

**Figure 3.**
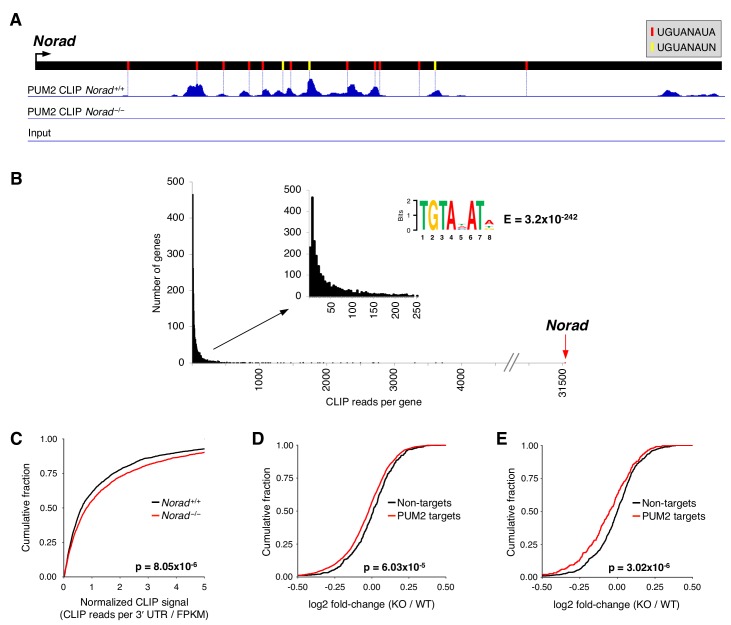
PUMILIO hyperactivity in *Norad*-deficient mice. (**A**) Normalized brain PUM2 CLIP reads mapped to *Norad* visualized using the Integrative Genomics Viewer (scale = 0–1260). Positions of perfect or relaxed PREs indicated with red or yellow lines, respectively. (**B**) *Norad* is the preferred PUM2 target RNA in mouse brain. The sum of all normalized reads in CLIP clusters in the 3’ UTR of each PUM2 target RNA was calculated and data were plotted as a histogram showing numbers of genes with a given number of total CLIP reads. The web logo above the graphs shows the most significantly enriched motif identified by MEME-ChIP analysis (Bailey et al., 2009) in CLIP clusters in 3’ UTRs. (**C**) Increased PUM2 target occupancy in *Norad^–/–^* brains. Cumulative distribution function (CDF) plot showing the normalized CLIP signal (total CLIP reads in clusters in the 3’ UTR normalized to the RNA-seq-determined expression level of the gene) for PUM2 target genes detected in both *Norad^+/+^* and *Norad^–/–^* brains. (**D**) CDF plot comparing fold-changes of PUM2 CLIP targets detected in *Norad^–/–^* brains to non-targets with similar expression and 3’ UTR lengths. Fold-changes calculated using *Norad^–/–^* vs. *Norad^+/+^* brain RNA-seq data. (**E**) As in (**D**) but only PUM2 CLIP targets with at least a 2-fold increase in normalized CLIP signal in *Norad^–/–^* vs. *Norad^+/+^* brain were plotted. p values calculated by Kolmogorov-Smirnov test for (**C**)-(**E**).

We next examined the transcriptome-wide interactions of PUM2 with target mRNAs. Notably, the relaxed PRE consensus was the most enriched sequence motif detected in PUM2-bound mRNA 3’ UTRs, supporting the reliability of this eCLIP dataset (Figure 3B). To estimate the apparent PUM2 CLIP signal for each target in *Norad^+/+^* and *Norad^–/–^* brain, the average reads in CLIP clusters in a given target 3’ UTR normalized to the expression level of the target was determined for each condition, an approach used previously to estimate relative binding in CLIP data (Bosson et al., 2014). This analysis suggested that PUM2 target occupancy was significantly increased in *Norad^–/–^* brain, consistent with PUMILIO hyperactivity (Figure 3C). Further supporting this conclusion, RNA-seq revealed that expression of PUM2 CLIP targets was significantly decreased in *Norad^–/–^* brain (Figure 3D). 

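In *Norad-/-* brain 2 genes fell and 0 rose past an adjusted p of 0.05 (limma, 13051 genes). Besides *Norad*, the gene that fell was *Mrpl57* (ENSMUSG00000021967), which encodes a protein of the mitochondrial ribosome. It had 13.6 ± 0.61 FPKM (SD, n = 3) in *Norad+/+* and 5.23 ± 0.0607 (SD, n = 3) in *Norad-/-*, a log2 fold change of -1.37 (standard error 0.08, adjusted p = 0.0124). No other gene passed. The next in rank (adjusted p = 0.0996 to 0.239) had groups that did not overlap, as 17.1% of genes did where chance gives 10%. Higher were *Uhmk1*, a kinase of splicing factors (log2 fold change 2.15), *Glg1*, a Golgi glycoprotein (1.13), and *Rab31*, a GTPase of vesicle traffic (1.00). With them were *Dlgap2*, a postsynaptic scaffold (1.07), and *Synpo*, an actin-associated protein of dendritic spines (0.77). Lower values short of the threshold included *Tmpo*, a nuclear lamina protein (-1.21), *Crls1*, the cardiolipin synthase (-1.14), *Tomm6*, a part of the mitochondrial import pore (-1.38), and *Sema3e*, an axon guidance ligand (-0.65). Genes that carry 2 or more PREs in the 3’ UTR did not move apart from genes without one. Their median log2 fold change in *Norad-/-* brain was 0.02, against 0.03 for controls matched for expression and 3’ UTR length. The difference was -0.01 (Kolmogorov-Smirnov p = 0.474, n = 1123 genes in each group), and 45.8% against 43.2% of the genes lay below 0. Among them, *Bcl2*, which inhibits cell death, had a log2 fold change of -0.34 (adjusted p = 0.718). *Foxo1* and *Foxo3*, transcription factors of the stress response, had 0.08 and -0.07, and *Pum2* itself, with 2 PREs, had 0.08 (adjusted p = 0.864). A larger change was that of *Rhot1*, a mitochondrial transport GTPase with 2 PREs, at -1.17 (adjusted p = 0.14), with groups that did not overlap. The difference passed with genes of 1 or more PREs (-0.02, p = 0.000579, n = 3423 genes in each group) and with a relaxed motif (-0.02, p = 0.000203, n = 2318 genes in each group). It also passed without *Norad-/-* brain replicate 1 and turned to 0.004 without *Norad-/-* brain replicate 3. The same test passed at 4 of the 9 other groupings of the brain libraries (smallest p = 9.03e-05, n = 1123 genes in each group), and with camera none of these PRE groups passed (smallest p = 0.284 for a relaxed motif, n = 2318 genes), so a small p here says little about genotype. The CLIP targets themselves were not tested here, because the copy of their table at hand holds only part of it, and the test treats genes as independent. The count of genes past the threshold was 15 without *Norad+/+* brain replicate 3 and 9 without *Norad+/+* brain replicate 2. *Mrpl57* missed the threshold without *Norad+/+* brain replicate 1, without any of the *Norad-/-* brain libraries or with a block by replicate number. From the lower expression of the CLIP targets in *Norad-/-* brain, together with their higher PUM2 occupancy, the paper proposes that PUMILIO is hyperactive when *Norad* is lost.

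**Figure D2:**
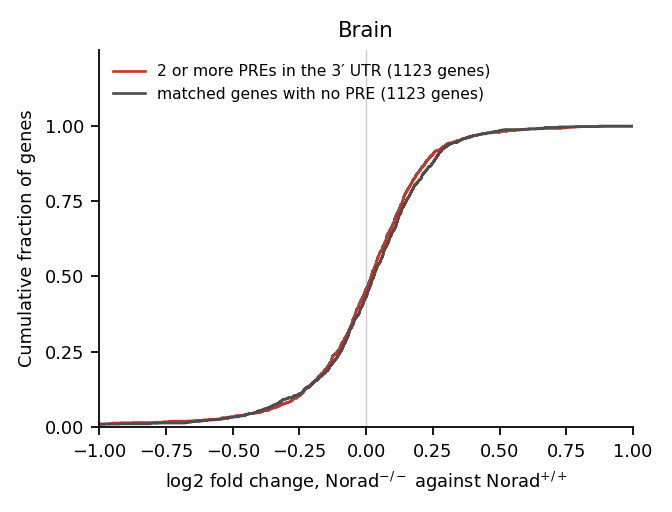
Cumulative distribution of log2 fold changes in brain. The horizontal axis is the log2 fold change of *Norad-/-* against *Norad+/+*, drawn from -1 to 1, and the vertical axis the share of genes, for genes with 2 or more PREs and their matched controls. The 2 lines nearly coincide.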

Augmented repression of PUM2 CLIP targets was even more apparent when specifically examining targets whose PUM2 binding was measurably increased in the *Norad^–/–^* condition (Figure 3E). Together, these data strongly support a conserved function for *Norad* as a negative regulator of PUMILIO activity in vivo.

### *Norad* deficiency leads to genomic instability

To assess whether *Norad* loss of function results in genomic instability, DNA FISH was used to quantify the number of marker chromosomes in primary hematopoietic cells, a representative mitotic tissue. This analysis revealed a significant increase in aneuploid lymphocytes and splenocytes in 3-month and 12-month-old *Norad^–/–^* mice (Figure 4A). To directly determine whether loss of *Norad* results in mitotic abnormalities, MEFs were examined using DNA FISH and live cell imaging. In contrast to lymphocytes or splenocytes, we observed a high rate of polyploidization in all MEF lines tested, as previously reported (Todaro and Green, 1963) (Figure 4—figure supplement 1A–B). We therefore excluded tetraploid and octaploid cells from those scored as aneuploid (higher ploidy was rarely observed). Despite applying these stringent criteria, we detected a significant increase in aneuploidy in *Norad^–/–^* MEFs (Figure 4—figure supplement 1A). Moreover, time lapse microscopy revealed an increased occurrence of anaphase bridges and lagging chromosomes as *Norad^–/–^* MEFs underwent mitosis (Figure 4B). Thus, *Norad*-deficient mouse tissues and cells exhibit genomic instability.

**Figure 4.**
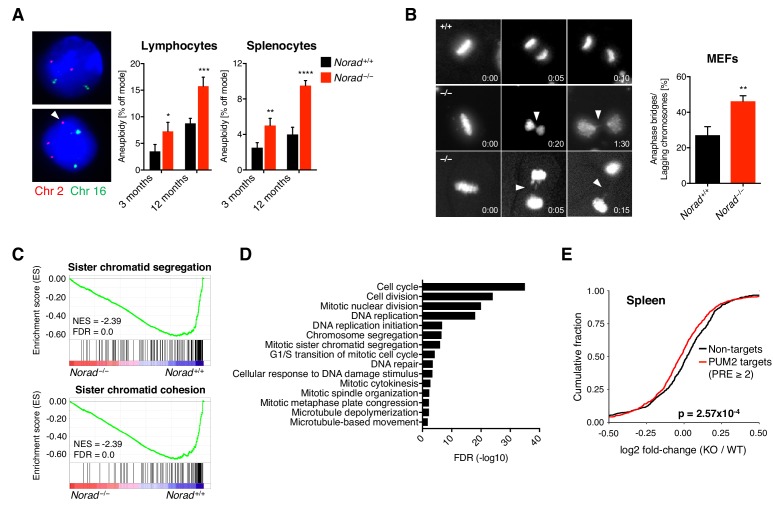
*Norad* deficiency leads to genomic instability. (**A**) DNA FISH for two representative chromosomes (chr. 2 and 16) was performed on cultured lymphocytes or freshly isolated splenocytes from mice of the indicated genotypes and ages. Frequency of cells with a non-modal number of chromosomes was determined by scoring 100 interphase nuclei per sample (n = 4 mice per genotype per time-point). Images show examples of on mode (upper panel) or off mode (lower panel) cells. (**B**) Representative time-lapse images of metaphase-to-anaphase transitions of Hoechst-stained primary MEFs show anaphase bridges and lagging chromosomes (arrowheads). Time stamp indicates hr:min elapsed. Graph represents data from a total of 128 *Norad^+/+^* and 158 *Norad^–/–^* mitoses analyzed in independent MEF lines per genotype. (**C**) GSEA showing repression of indicated gene ontology (GO) gene sets in RNA-seq data from *Norad^–/–^* spleens. FDR, false discovery rate; NES, normalized enrichment score calculated by GSEA algorithm (Subramanian et al., 2005). (**D**) GO analysis was performed using genes that were significantly downregulated in *Norad^–/–^* spleens (EdgeR p ≤ 0.05) using DAVID. Significantly enriched biological processes (BP) are depicted in the graph. (**E**) CDF plot comparing fold-changes of PUM2 CLIP targets detected in *Norad^–/–^* brains with at least two PREs and expressed at FPKM ≥ 1 in spleen to non-targets with similar expression and 3’ UTR lengths. Fold-changes calculated using *Norad^–/–^* vs. *Norad^+/+^* spleen RNA-seq data. Data are represented as mean ± SD in (**A**) and (**B**), and p values were calculated using Student’s t test. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. p value in (**E**) was calculated by Kolmogorov-Smirnov test.

**Figure 4—figure supplement 1.**
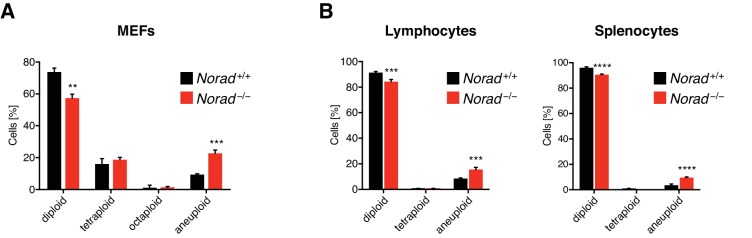
*Norad* deficiency leads to genomic instability. (**A**) Aneuploidy and polyploidy in primary MEFs. DNA FISH for two representative chromosomes (chr. 2 and 16) was performed to determine the frequency of diploid, polyploid, and aneuploid cells. Only cells with chromosome numbers differing from 2n or a multiple of 2n were regarded as aneuploid. 120 interphase nuclei per cell line were scored (n = 3 independent MEF lines per genotype). (**B**) Rare polyploidy in lymphocytes and splenocytes from 12-month-old *Norad^–/–^* mice. Additional data from the experiment in Figure 4A is shown (12-month time-point). In only very rare cases (≤ 0.5%) were cells tetraploid for the two tested chromosomes. Data are represented as mean ± SD and p values were calculated using Student’s t test. **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

In human cell lines with *NORAD* deficiency, genome instability has been linked to repression of a program of genes that are required for mitosis, DNA repair, and DNA replication due to PUMILIO hyperactivity (Lee et al., 2016). 

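Genes of sister chromatid segregation fell in *Norad-/-* spleen, with all 49 measured members below 0 and a median log2 fold change of -1.26. The list passed with camera (adjusted p = 1.73e-14, and adjusted p = 0.649 with an estimated correlation), and 41 members passed limma when adjusted over the list alone against 0 over all genes tested. *Bub1b*, a kinase of the spindle checkpoint, had 14.1 ± 3.86 FPKM (SD, n = 3) in *Norad+/+* and 7.26 ± 1.29 (SD, n = 3) in *Norad-/-*. *Ttk*, another checkpoint kinase, had a log2 fold change of -1.26, *Zwilch*, a kinetochore protein, -1.16, and *Ncapg2*, a condensin subunit, -1.22. Genes of DNA replication fell as a list too, with all 52 members below 0 and a median of -0.84 (adjusted p = 3.49e-14, and adjusted p = 0.649 with an estimated correlation). Of these, 36 passed limma when adjusted over the list alone and 0 over all genes tested. *Lig1*, the DNA ligase of the replication fork, had 27.1 ± 9.65 FPKM (SD, n = 3) in *Norad+/+* and 8.19 ± 2.92 (SD, n = 3) in *Norad-/-*. *Mcm5*, a subunit of the replicative helicase, had 58.2 ± 16.1 (SD, n = 3) and 23.6 ± 6.35 (SD, n = 3), and *Pole*, a replicative polymerase, a log2 fold change of -1.08. Genes of DNA repair fell as a list, with 31 of 37 members below 0 and a median of -0.49 (adjusted p = 4.5e-06, and adjusted p = 0.649 with an estimated correlation). At an unadjusted p under 0.05 stood 21 of them, and with limma 0 passed when adjusted over the list alone or over all genes tested. *Blm*, a helicase of recombination, had -1.40, *Fancd2*, which acts in crosslink repair, -1.07, and *Brca2*, which acts in homologous recombination, -0.80. Sister chromatid cohesion passed most narrowly, with 16 of 25 members below 0 and a median of -0.26 (adjusted p = 0.0453, and adjusted p = 0.698 with an estimated correlation). With limma 0 of its members passed when adjusted over the list alone or over all genes tested, and 11 had an unadjusted p under 0.05. Among them were *Bub1*, a checkpoint kinase (-1.48), *Dscc1*, which helps establish cohesion (-1.45), and *Sgol2*, which protects centromeric cohesin (-1.01). In the same libraries genes of red cell precursors fell, 29 of 29 members below 0 with a median of -3.20 (adjusted p = 3e-09, and adjusted p = 0.649 with an estimated correlation). With limma 0 of them passed when adjusted over the list alone or over all genes tested, and 24 had an unadjusted p under 0.05. *Car1*, a carbonic anhydrase of red cells, had 186 ± 92.9 FPKM (SD, n = 3) in *Norad+/+* and 37.3 ± 49.1 (SD, n = 3) in *Norad-/-*. The mean of the segregation list ran from -0.03 to 1.08 in *Norad+/+* libraries and from -0.90 to 0.08 in *Norad-/-* libraries (exact permutation p = 0.2, where 0.1 is the smallest possible). That of red cell precursors ran from 0.45 to 2.24 and from -2.95 to 1.02. With the red cell precursor mean as a covariate, chosen after the data were seen, the median was -0.21 for segregation (adjusted p = 0.0144) and -0.27 for replication (adjusted p = 0.000316). It was -0.23 for repair (adjusted p = 0.0299) and -0.08 for cohesion (adjusted p = 0.817). The cohesion call also ended at a mean of at least 5 FPKM and without *Norad+/+* spleen replicate 2, *Norad+/+* spleen replicate 3, *Norad-/-* spleen replicate 1 or *Norad-/-* spleen replicate 2. Repair moved to -0.28 without *Norad+/+* spleen replicate 3. The Reactome set for resolution of sister chromatid cohesion, another set of genes, was lower as well (89 genes, median -0.41, adjusted p = 4.57e-11 over the Reactome sets, and adjusted p = 0.502 with an estimated correlation). With the covariate its median was -0.14 (adjusted p = 0.0253). It had the lowest median of the Reactome sets. Those for separation of sister chromatids (-0.27), DNA replication (-0.31) and DNA repair (-0.13) fell less than the lists of segregation, replication and repair. Their camera adjusted p was 8.44e-10, 8.44e-10 and 0.000823, and 0.502 for each with an estimated correlation.

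**Figure D3:**
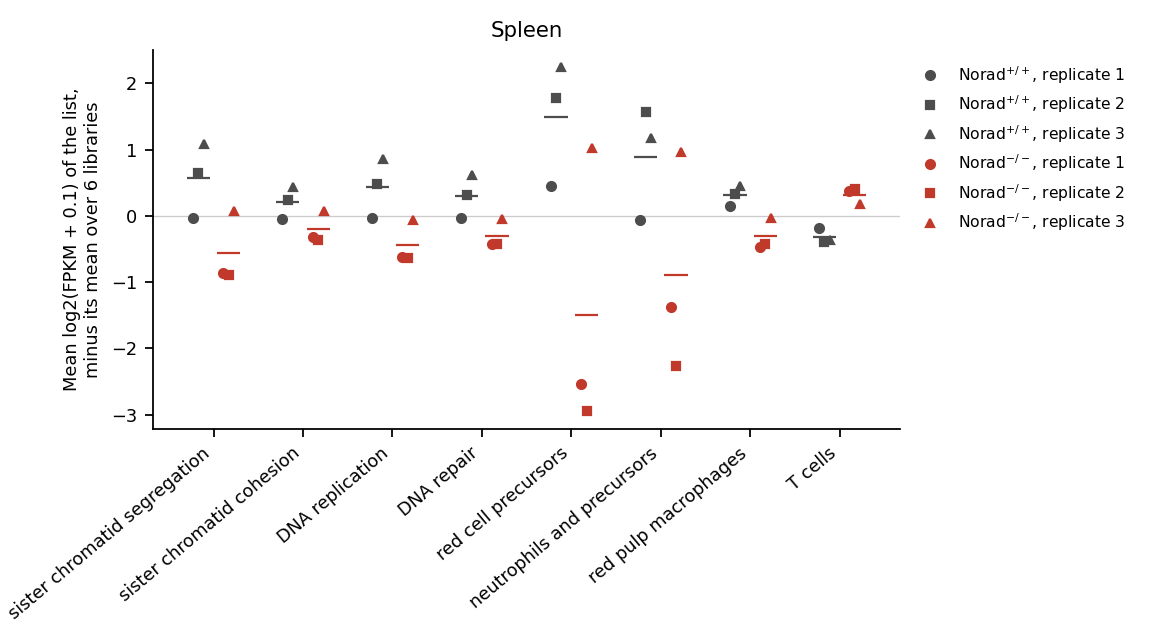
Means of gene lists in each spleen library. The vertical axis is the mean log2(FPKM + 0.1) of a list minus its mean over the 6 libraries, and the horizontal axis names the list. Each point is 1 mouse of the *Norad+/+* or *Norad-/-* group, and short lines mark group means. The lists of dividing cells and of red cell precursors are lowest in the same 2 *Norad-/-* libraries.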

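Over all genes tested in spleen (12397), 1 rose and 3 fell past an adjusted p of 0.05 with limma. *Wipf1*, which encodes a partner of the actin regulator WASP, rose from 65.5 ± 2.12 FPKM (SD, n = 3) to 117 ± 3.74 (SD, n = 3), a log2 fold change of 0.84 (adjusted p = 0.0469). *Sema6d*, which encodes a semaphorin, fell from 12.6 ± 2.56 FPKM (SD, n = 3) to 1.66 ± 0.212 (SD, n = 3), a log2 fold change of -2.83 (adjusted p = 0.0135). *Kbtbd7*, which encodes an adaptor of a ubiquitin ligase, fell from 9.56 ± 0.287 FPKM (SD, n = 3) to 4.44 ± 0.219 (SD, n = 3), a log2 fold change of -1.09 (adjusted p = 0.0306). The other gene that fell was *Norad*. Short of the threshold (adjusted p = 0.092 to 0.129), with groups that did not overlap, were genes of several kinds. Lower were *Csf3r*, the receptor of a neutrophil growth factor (-1.70), *F13a1*, a coagulation factor made by macrophages (-1.94), *Klrb1c*, the NK1.1 antigen of natural killer cells (-0.96), and *Hs3st2*, a heparan sulfate sulfotransferase (-1.33). Higher were *Ccr9*, a lymphocyte homing receptor (0.92), *Cd69*, an early activation marker of lymphocytes (0.59), *Sit1*, a T cell adaptor (0.73), *Znrf1*, a ubiquitin ligase (0.96), and *Sesn1*, a sestrin of the stress response (0.90). Groups did not overlap at 26.5% of genes, where chance gives 10%. At an unadjusted p of 0.05 or less, the threshold the authors set for their GO analysis, 1680 genes were lower and 920 higher, where chance gives about 620 in all. Of these genes 35.4% were higher, but 57.2% after rescaling to TPM, which moved the median of all genes from -0.02 to 0.10, and 56.5% after quantile normalization. The count of lower genes ran from 817 to 2395 with 1 library left out and was 452 with the red cell precursor covariate. Another grouping of the 6 libraries gave as many as 2091 genes in both directions together. The count past the adjusted threshold was 93 without *Norad-/-* spleen replicate 3, 20 without *Norad+/+* spleen replicate 1, 15 without *Norad+/+* spleen replicate 3 and 1 without *Norad-/-* spleen replicate 1. Of 16 other settings, *Wipf1* was called in 6, *Kbtbd7* in 7 and *Sema6d* in 12.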

Consistent with these findings, RNA-seq revealed significant repression of a similar set of genes in *Norad^–/–^* spleens (Figure 4C–D). Moreover, brain PUM2 CLIP targets with two or more PREs in their 3’ UTRs were downregulated in *Norad^–/–^* spleens, providing evidence of PUMILIO hyperactivity in this tissue (Figure 4E). 

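Genes with 2 or more PREs in the 3’ UTR did not move apart from genes without one in *Norad-/-* spleen. Their median log2 fold change was 0.02, against -0.005 for the matched controls. The difference was 0.02 (Kolmogorov-Smirnov p = 0.0739, n = 917 genes in each group), and 47% against 51.5% of the genes lay below 0. Single genes of this group lay on both sides. *Sema6d* and *Kbtbd7*, each with 2 PREs, were among the 3 genes that fell, and *Fancd2* and *Wapal*, each with 3, lay below 0. *Bcl2* and *Foxo1*, each with 4 PREs, had log2 fold changes of 0.28 (adjusted p = 0.335) and 0.19 (adjusted p = 0.528). Also with 4 PREs were *Slc25a32*, a mitochondrial transporter, at 0.36 (adjusted p = 0.44), and *Gclm*, a gene of ROS detoxification, at -1.995 (adjusted p = 0.177). *Pum2*, with 2 PREs, had -0.45 (adjusted p = 0.384), with 16.8 FPKM in *Norad-/-* spleen replicate 1 against 32.6 to 37.2 in the other 5 libraries. The difference passed as a higher value with genes of 1 or more PREs (0.03, p = 4.2e-05, n = 2975 genes in each group) and with a relaxed motif (0.02, p = 0.00215, n = 2107 genes in each group). It also passed without *Norad+/+* spleen replicate 1, *Norad-/-* spleen replicate 2 or *Norad-/-* spleen replicate 3, and it turned to -0.002 without *Norad+/+* spleen replicate 3. As a higher value it passed too with controls in a 25% window (0.055) and with controls of the same GC content (0.034). The same held with pseudocount 1, at a mean of at least 5 FPKM, in TPM and after quantile normalization. The same test passed at 6 of the 9 other groupings of the spleen libraries (smallest p = 1.04e-07, n = 917 genes in each group). With camera none of the PRE definitions or control sets gave a pass (smallest p = 0.356 with controls of the same GC content, n = 844 genes). A small p here thus says little about genotype. The CLIP targets with 2 or more PREs are a different set of genes and were not tested here.

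**Figure D4:**
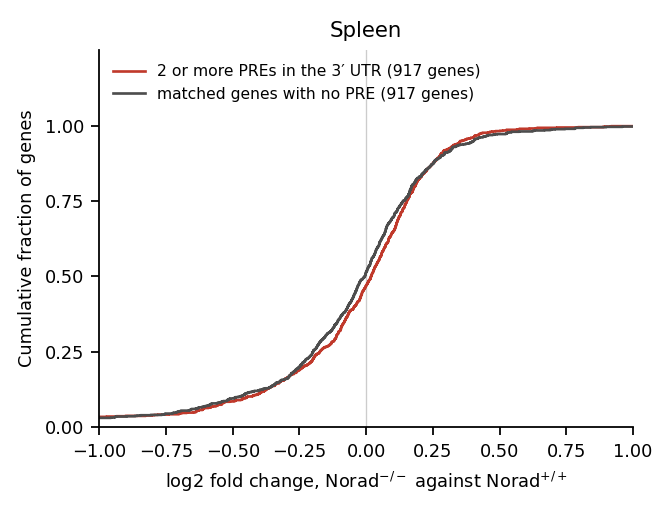
Cumulative distribution of log2 fold changes in spleen. The horizontal axis is the log2 fold change of *Norad-/-* against *Norad+/+*, drawn from -1 to 1, and the vertical axis the share of genes, for genes with 2 or more PREs and their matched controls. The line of genes with PREs lies slightly to the right near 0.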

Taken together, these data support a conserved, essential role for the *Norad*-PUMILIO axis in the maintenance of genomic stability in mammals.

### Loss of *Norad* results in mitochondrial dysfunction

Phenotypic analyses of *Norad*-deficient mice unexpectedly revealed that in addition to genomic instability, widespread mitochondrial dysfunction was evident in knockout tissues. Overt mitochondrial abnormalities were observed in skeletal muscle of 12-month-old *Norad^–/–^* mice, including large accumulations of subsarcolemmal mitochondria (Figure 5A–B) accompanied by a significant increase in mitochondrial DNA (mtDNA) content (Figure 5—figure supplement 1A). Ultrastructurally, these mitochondria appeared irregular in shape and enlarged, with loss of cristae (Figure 5B). Similarly irregular and enlarged mitochondria were observed in spinal neurons of *Norad^–/–^* mice (Figure 5C). These structural abnormalities were accompanied by evidence of reduced mitochondrial function, such as decreased cytochrome c oxidase (COX; also known as Complex IV of the electron transport chain) activity in spinal neurons (Figure 5D). Additionally, rare COX-negative fibers were observed in *Norad*-deficient but not wild-type skeletal muscle (Figure 5—figure supplement 1B). These findings were noteworthy given the extensive evidence linking a decrease in mitochondrial function to aging-associated phenotypes (Sun et al., 2016) and the previous demonstration that mice lacking proofreading activity of the mtDNA polymerase, which consequently accumulate mtDNA mutations and deletions, exhibit a premature aging phenotype with many similarities to that seen in *Norad^–/–^* mice (Trifunovic et al., 2004).

**Figure 5.**
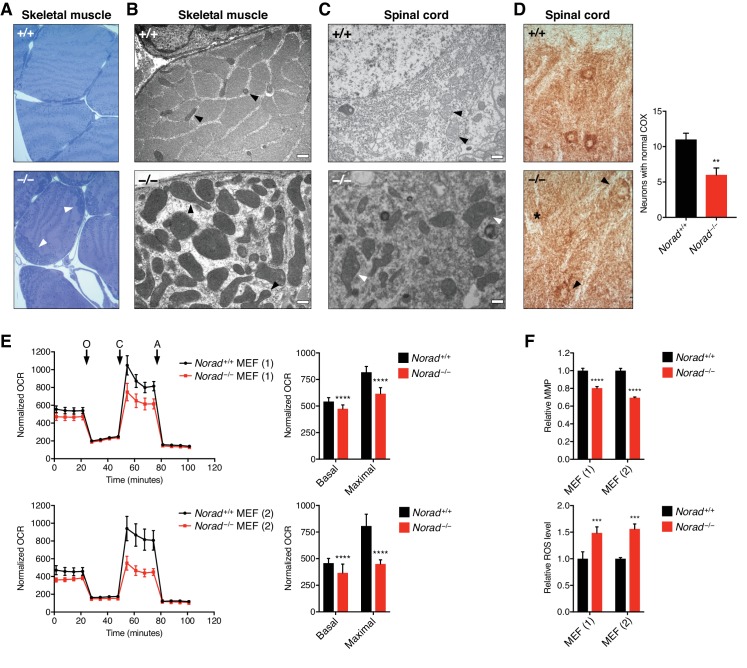
Loss of *Norad* results in mitochondrial dysfunction. (**A**) Subsarcolemmal accumulation of mitochondria (arrowheads) in skeletal muscle of 12-month-old *Norad^–/–^* mice. Semi-thin sections of soleus muscle were stained with toluidine blue. (**B**)-(**C**) Electron micrographs of soleus muscle (**B**) and spinal motor neurons (**C**) showing mitochondrial morphology in 12-month-old *Norad^+/+^* and *Norad^–/–^* mice. Black or white arrowheads highlight mitochondria in each image. Scale bars 500 nm. (**D**) Reduced COX activity in the CNS of 12-month-old *Norad^–/–^* mice. Spinal cord motor neurons were analyzed using COX histochemistry, and neurons with normal COX activity were counted (n = 7-8 sections total from 4 mice per genotype). Representative images are shown with arrowhead and asterisk pointing to neurons with decreased or absent COX activity, respectively. (**E**) Impaired respiration in immortalized *Norad^–/–^* MEFs. Normalized oxygen consumption rates (OCR) (OCR/total protein) were determined in two littermate pairs of *Norad^+/+^* and *Norad^–/–^* MEFs using Seahorse analysis (n = 22-24 biological replicates per MEF pair, O = oligomycin, C = CCCP, A = antimycin A). Basal and maximal respiration was determined from measurement 4 and 12, respectively. (**F**) Reduced mitochondrial membrane potential (MMP) and elevated ROS levels in immortalized *Norad^–/–^* MEFs. MMP and ROS levels were assessed in two littermate pairs of *Norad^+/+^* and *Norad^–/–^* MEFs using flow cytometry (n = 3 biological replicates per MEF pair). Data are represented as mean ± SD in (**D**)-(**F**), and p values were calculated using Student’s t test. **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

**Figure 5—figure supplement 1.**
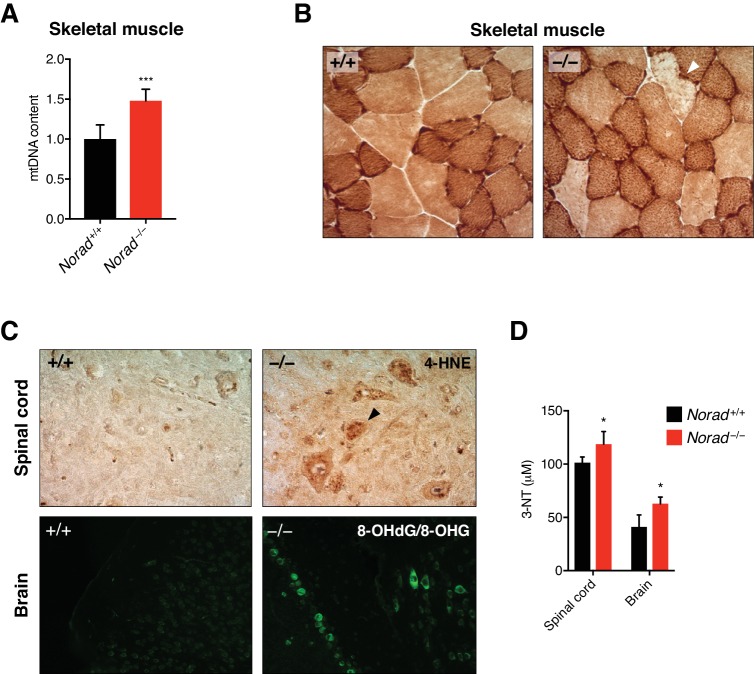
Loss of *Norad* results in mitochondrial dysfunction. (**A**) Increased mtDNA content in gastrocnemius muscle of 12-month-old *Norad^–/–^* mice. mtDNA was quantified by qPCR and normalized to nuclear DNA (n = 6 mice per genotype). (**B**) COX histochemistry demonstrating the presence of rare muscle fibers with greatly reduced COX activity in gastrocnemius muscle of 12-month-old *Norad^–/–^* mice (arrowhead). (**C**) Oxidative damage in the CNS of 12-month-old *Norad^–/–^* mice. Lipid peroxidation and DNA/RNA oxidation were analyzed in sections of brain stem and cerebellum using 4-HNE immunohistochemistry or 8-OHdG/8-OHG immunofluorescence, respectively. (**D**) Increased protein oxidation in the CNS of 12-month-old *Norad^–/–^* mice, as determined by 3-nitrotyrosine (3-NT) ELISA (n = 3 mice per genotype for brain, n = 4 mice per genotype for spinal cord). Data are represented as mean ± SD in (**A**) and (**D**) and p values were calculated using Student’s t test. *p ≤ 0.05, ***p ≤ 0.001.

**Figure 5—figure supplement 2.**
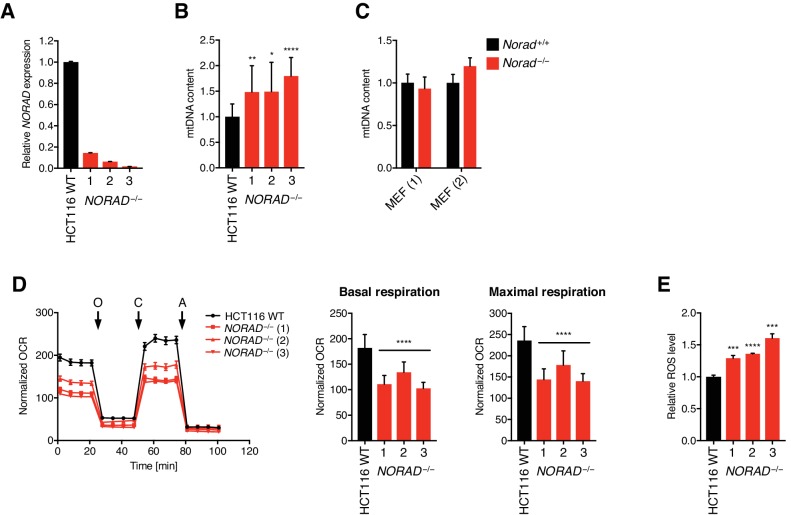
Loss of *NORAD* results in mitochondrial dysfunction and increased ROS levels in human HCT116 cells. (**A**) *NORAD* levels were quantified in previously described HCT116 knockout cell lines (Lee et al., 2016) using qRT-PCR. (**B**) Increased mtDNA content in *NORAD^–/–^* HCT116 cells. mtDNA was quantified by qPCR and normalized to nuclear DNA (n = 11–13 biological replicates per condition). (**C**) Immortalized *Norad^–/–^* MEFs do not exhibit elevated mtDNA content. mtDNA was quantified by qPCR and normalized to nuclear DNA (n = 3 biological replicates per MEF line). (**D**) Impaired respiration in *NORAD^–/–^* HCT116 cells. Normalized oxygen consumption rate (OCR) (OCR/total protein/mtDNA content) was determined using Seahorse analysis (n = 14–16 biological replicates per condition, O = oligomycin, C = CCCP, A = antimycin A). Basal and maximal respiration was determined from measurement 4 and 12, respectively. (**E**) ROS levels were assessed in the indicated cell lines using flow cytometry (n = 3 biological replicates per condition). Data are represented as mean ± SD in (**A**)-(**E**) except (D, left graph) which is represented as mean ± SEM for clarity due to the number of overlapping lines, and p values were calculated using Student’s t test. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001.

A major consequence of mitochondrial dysfunction that is believed to play a role in cellular damage and aging is the accumulation of reactive oxygen species (ROS) (Raha and Robinson, 2000; Zorov et al., 2014). Indeed, brain and spinal cord of *Norad^–/–^* mice show evidence of oxidative damage, including elevated levels of 3-nitrotyrosine (3-NT), 4-hydroxynonenal (4-HNE), and 8-hydroxy-2'-deoxyguanosine/8-hydroxyguanosine (8-OHdG/8-OHG), markers of protein, lipid, and nucleic acid oxidation, respectively (Figure 5—figure supplement 1C–D).

To directly assess mitochondrial function in *Norad*-deficient cells, respiration rates were analyzed in pairs of littermate-matched *Norad^+/+^* and *Norad^–/–^* MEFs. Basal and maximal respiration was significantly reduced in *Norad^–/–^* cells (Figure 5E), accompanied by a decrease in mitochondrial membrane potential (MMP) and an increase in ROS production (Figure 5F). Respiration was also examined in human *NORAD^–/–^* HCT116 cells (Lee et al., 2016). Unlike MEFs, HCT116 cells lacking *NORAD* exhibited a significant increase in mitochondrial content (Figure 5—figure supplement 2A–C). Nevertheless, when normalized to mtDNA copy number, a similar reduction in respiration and increase in ROS was detectable in these cells (Figure 5—figure supplement 2D–E). These results document a previously unrecognized requirement for *Norad* in the maintenance of mitochondrial homeostasis in mammalian cells and tissues.

To investigate the mechanism through which *Norad* loss-of-function leads to mitochondrial dysfunction, we examined RNA-seq data from *Norad^+/+^* and *Norad^–/–^* brain and spleen using Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005). Genes associated with mitochondria-related gene ontology (GO) terms, such as mitochondrial protein complex, electron transport chain, and oxidative phosphorylation, were significantly repressed in *Norad*-deficient tissues (Figure 6—figure supplement 1A–B). 

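In *Norad-/-* spleen nuclear genes of oxidative phosphorylation fell as a list, with 68 of 77 members below 0. The median log2 fold change was -0.19 (camera adjusted p = 0.00177, and adjusted p = 0.698 with an estimated correlation). Of its members, 0 passed limma when adjusted over the list alone or over all genes tested, and at an unadjusted p under 0.05 stood 6 lower and 1 higher. *Ndufs1*, the largest subunit of complex I, had 26.3 ± 2.17 FPKM (SD, n = 3) in *Norad+/+* and 20.5 ± 0.612 (SD, n = 3) in *Norad-/-* (-0.36, adjusted p = 0.157), and *Ndufb2*, another of its subunits, had -0.64. *Cox7a2l*, which assembles respiratory supercomplexes, had 97.9 ± 6.36 FPKM (SD, n = 3) in *Norad+/+* and 131 ± 8.07 (SD, n = 3) in *Norad-/-* (0.41, adjusted p = 0.148). By complex, the lists of complex I (median -0.15, adjusted p = 0.0339), complex III (-0.28, adjusted p = 0.0444) and complex V (-0.21, adjusted p = 0.0384) fell. Those of complex II (-0.16, adjusted p = 0.182) and complex IV (-0.25, adjusted p = 0.34) did not pass. The TCA cycle list fell with 21 of 22 members below 0 (median -0.15, adjusted p = 0.00437). So did the mitochondrial ribosome, with 59 of 74 (median -0.17, adjusted p = 0.00499), *Mrpl51* at -0.57 among them. None of these lists passed with an estimated correlation (adjusted p = 0.742 with an estimated correlation for complex I and adjusted p = 0.698 for the others that fell). In *Norad-/-* brain 43 of 76 genes of oxidative phosphorylation lay below 0, with a median of -0.05 (adjusted p = 0.246, and adjusted p = 0.872 with an estimated correlation). With limma 0 passed when adjusted over the list alone or over all genes tested, and 5 were lower at an unadjusted p under 0.05. Among these were *Cox5b* (-0.77) and *Cox5a* (-0.63), subunits of cytochrome c oxidase, and *Atp5g3* (-0.75), a subunit of ATP synthase, each at an adjusted p above 0.6. The TCA cycle (median -0.002, adjusted p = 0.971) and the mitochondrial ribosome (median 0.01, adjusted p = 0.403) did not pass in brain. The mean of the oxidative phosphorylation list was 0.39 in *Norad+/+* spleen replicate 3, the library with pancreas and liver genes, and -0.17 to 0.04 in the other 5 spleen libraries. The mitochondrial ribosome stood at 0.37 in that library and at -0.15 to 0.01 in the other 5, and complex I at 0.38 and at -0.16 to -0.02. Complex III stood at 0.43 in that library and at -0.18 to 0.11 in the other 5, and complex V at 0.41 and at -0.17 to 0.11. These falls thus rest on that library too. Red cell precursors moved with genotype in the same libraries. Without *Norad+/+* spleen replicate 3 the median of the oxidative phosphorylation list was -0.05 (adjusted p = 0.34). It was -0.05 (adjusted p = 0.694) with the red cell precursor covariate, and the TCA cycle call ended in these settings too. In brain the list passed without *Norad-/-* brain replicate 3 (-0.14, adjusted p = 0.00912). Its median turned to 0.05 without *Norad+/+* brain replicate 3, to 0.001 without *Norad-/-* brain replicate 1 and to 0.003 without *Norad-/-* brain replicate 2. Genes encoded in mitochondrial DNA were not analysed here.

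**Figure D5:**
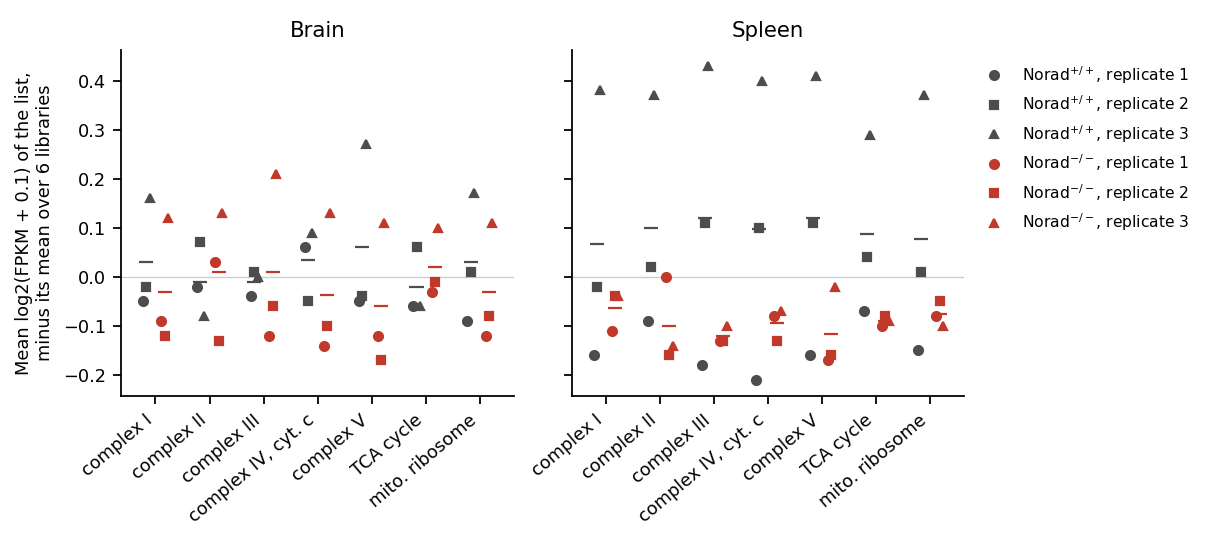
Means of mitochondrial gene lists in each library. The vertical axis is the mean log2(FPKM + 0.1) of a list minus its mean over the 6 libraries of a tissue, and the horizontal axis names the list. Each point is 1 mouse of the *Norad+/+* or *Norad-/-* group in brain or spleen, and short lines mark group means. In spleen *Norad+/+* replicate 3 is highest, and in brain the genotypes overlap.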

Remarkably, identical gene sets were repressed in human *NORAD^–/–^* HCT116 cells. We further identified a set of PUM2 brain CLIP targets within these gene sets that are known to perform important functions in mitochondrial biogenesis and homeostasis, mitochondrial transport, oxidative phosphorylation, metabolism, and ROS detoxification (Figure 6A). 

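In *Norad-/-* spleen 33 of the 44 measured genes of Figure 6A lay below 0 and 11 above, while in *Norad-/-* brain 18 of 45 lay below and 27 above. At an unadjusted p under 0.05 stood 13 lower and 1 higher genes in spleen and 3 lower and 0 higher in brain. With limma 0 passed over all genes tested in either tissue (smallest adjusted p = 0.148 in spleen and adjusted p = 0.14 in brain). By function, spleen had 9 of 11 mitochondrial transporters, 8 of 9 TCA cycle genes and 5 of 5 genes of the electron transport chain and oxidative phosphorylation below 0. The same held for 4 of 6 genes of ROS detoxification, 4 of 6 of metabolite catabolism and 3 of 7 of mitochondrial homeostasis. In brain these tallies were 3 of 11, 4 of 9, 4 of 6, 2 of 6, 2 of 6 and 3 of 7. Genes below 0 in spleen at an unadjusted p under 0.05 included *Slc25a51*, the mitochondrial NAD transporter (log2 fold change -0.89, adjusted p = 0.171), *Pdhx*, a part of the pyruvate dehydrogenase complex (-0.36, adjusted p = 0.181), and *Slc25a16*, a carrier linked to coenzyme A (-0.29, adjusted p = 0.181). Above 0 lay *Oxr1*, which protects against oxidative damage (0.98, adjusted p = 0.261), and *Bnip3*, a mitophagy receptor (0.25, adjusted p = 0.21). Red cell precursors fell in the same libraries, and with their mean as a covariate, chosen after the data were seen, *Slc25a51* had -0.415, *Pdhx* -0.23 and *Oxr1* 0.53. Without *Norad+/+* spleen replicate 3, the library with pancreas and liver genes, *Oxr1* had 0.50. In brain *Atpaf1*, which assembles ATP synthase, had -0.38 (adjusted p = 0.696), and *Tomm20*, a receptor of protein import, had 0.29 (adjusted p = 0.718). With 1 library left out *Atpaf1* ran from -0.468 to -0.295 and *Tomm20* from 0.159 to 0.364. At least 1 PRE in the 3’ UTR was found in 26 of the 45 genes, and at least 1 relaxed PRE in 35. The authors chose these genes as CLIP targets within repressed sets, so the tallies are not independent evidence of a direction, and the examples were chosen after their values were seen.

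**Figure D6:**
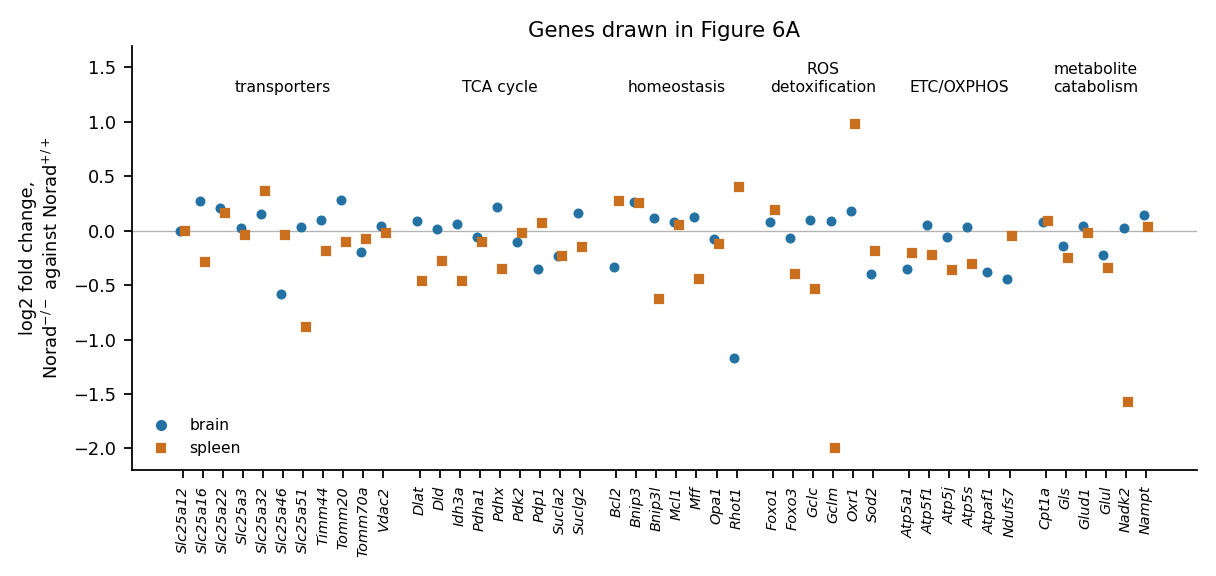
Genes of Figure 6A in brain and spleen. The vertical axis is the log2 fold change of *Norad-/-* against *Norad+/+* and the horizontal axis names the gene, grouped by function, with 1 point per tissue. Most spleen points lie below 0 and brain points lie on both sides.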

Downregulation of a representative set of these genes was validated by qRT-PCR in *Norad^–/–^* brain, spleen, and multiple independent MEF lines (Figure 6B and Figure 6—figure supplement 1C). These data are consistent with a model in which PUMILIO hyperactivity in *Norad-*deficient cells and tissues leads to coordinated downregulation of a broad set of target genes that are critical for normal mitochondrial function.

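In *Norad-/-* brain *Rhot1*, which encodes the mitochondrial transport GTPase Miro1, was lowest among the genes the authors measured by qRT-PCR. It had 16 ± 2.98 FPKM (SD, n = 3) in *Norad+/+* and 6.95 ± 0.12 (SD, n = 3) in *Norad-/-* (log2 fold change -1.17, adjusted p = 0.14 from limma). *Slc25a46*, an outer membrane protein of mitochondrial dynamics, had -0.58, *Ndufs7*, a subunit of complex I, -0.44, and *Sod2*, the mitochondrial superoxide dismutase, -0.40 (adjusted p = 0.718 from limma for each). With 1 library left out they ran from -0.86 to -0.37, from -0.547 to -0.275 and from -0.579 to -0.26. In *Norad-/-* spleen the lowest was *Gclm*, a subunit of the enzyme that starts glutathione synthesis, with 45.6 ± 17.6 FPKM (SD, n = 3) in *Norad+/+* and 12.9 ± 10 (SD, n = 3) in *Norad-/-*. On the log scale its mean was 74.9% lower (standard error 0.55 in log2 units, adjusted p = 0.177). *Nadk2*, the mitochondrial NAD kinase, had 20.4 ± 4.3 FPKM (SD, n = 3) in *Norad+/+* and 7.16 ± 3.4 (SD, n = 3) in *Norad-/-*, a log2 fold change of -1.57 (adjusted p = 0.148). With the red cell precursor covariate, chosen after the data were seen, *Gclm* had -0.52 and *Nadk2* -0.76. In the other tissue these genes were not low, *Rhot1* at 0.40 in spleen and *Gclm* at 0.09 and *Nadk2* at 0.02 in brain. *Idh3a* and *Sucla2*, enzymes of the TCA cycle, had -0.46 and -0.23 in spleen. As a list the qRT-PCR targets fell in spleen, with 13 of 15 below 0 and a median of -0.22 (camera adjusted p = 0.0124, and adjusted p = 0.649 with an estimated correlation). In brain 9 of 15 lay below 0, with a median of -0.20 (adjusted p = 0.0684, and adjusted p = 0.872 with an estimated correlation). With limma 1 gene passed in each tissue when adjusted over the list alone, *Rhot1* in brain and *Nadk2* in spleen, and 0 over all genes tested. The study chose these genes, so the list is not independent evidence of its direction. In spleen the call ended without *Norad+/+* spleen replicate 3 (adjusted p = 0.0533) and with the covariate of red cell precursors, whose genes fell in the same libraries (-0.10, adjusted p = 0.0939). In brain the list passed without *Norad+/+* brain replicate 1, *Norad-/-* brain replicate 2 or *Norad-/-* brain replicate 3 (largest adjusted p = 0.0494), and its median turned to 0.03 without *Norad+/+* brain replicate 3.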

**Figure 6.**
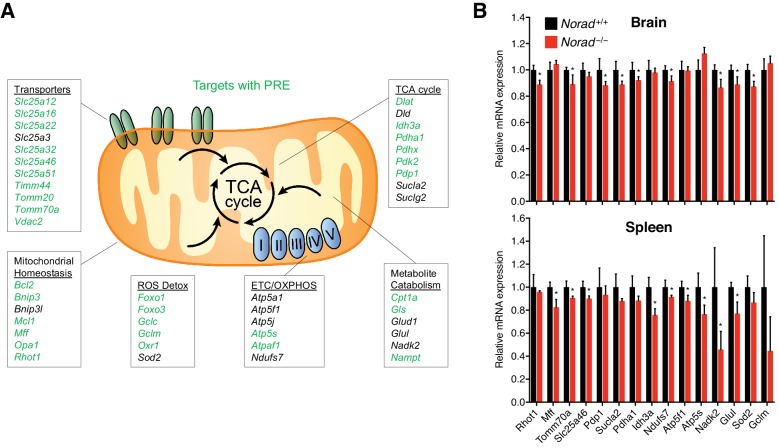
Loss of *Norad* results in the repression of key mitochondrial PUM2 target genes. (**A**) Selected PUM2 CLIP targets with important mitochondrial functions. Green text indicates the presence of a relaxed PRE (UGUANAUN) within 100 nucleotides of a 3’ UTR PUM2 CLIP cluster. (**B**) Downregulation of mitochondrial PUM2 target genes in *Norad^–/–^* brain and spleen. Expression levels were determined by qRT-PCR (n = 4 mice per genotype). Data are represented as mean ± SD in (**B**), and p values were calculated using Student’s t test. *p ≤ 0.05.

**Figure 6—figure supplement 1.**
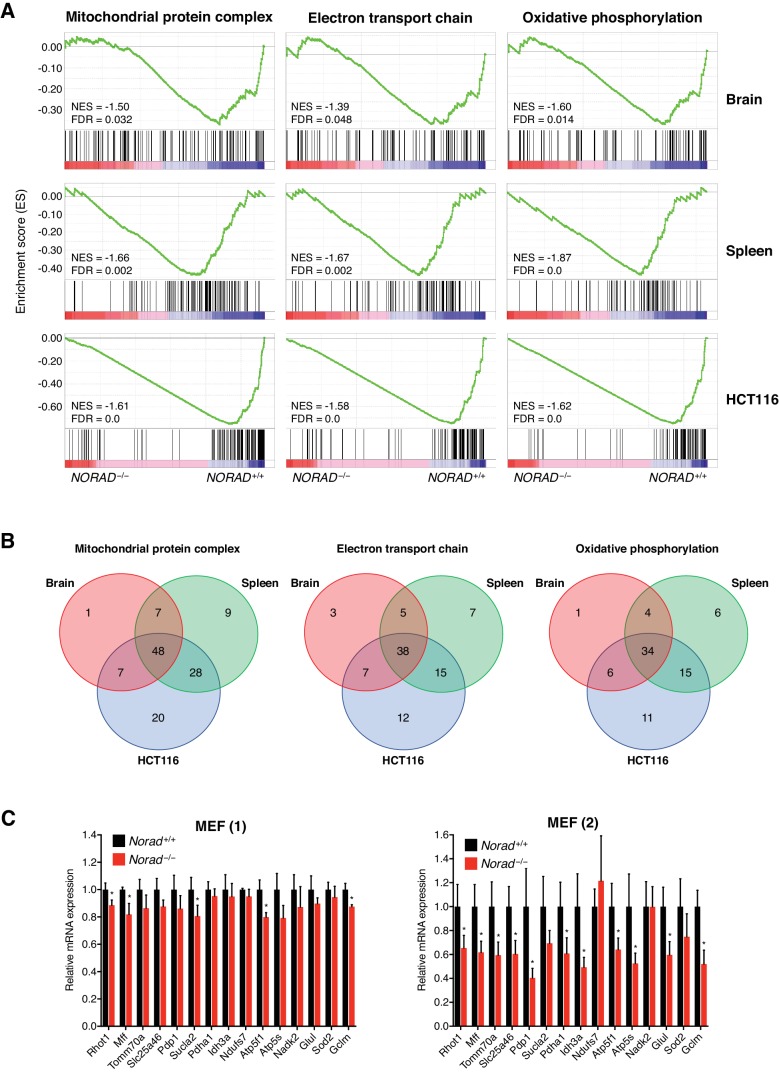
Repression of mitochondrial PUM2 target genes in *Norad^–/–^* cells and tissues. (**A**) GSEA showing repression of indicated gene ontology (GO) gene sets in RNA-seq data from *Norad^–/–^* brain and spleen and human *NORAD^–/–^* HCT116 cells (Lee et al., 2016). FDR, false discovery rate; NES, normalized enrichment score calculated by GSEA algorithm (Subramanian et al., 2005). (**B**) Venn diagrams showing the overlap of genes within each gene set that show a negative rank metric score (calculated by GSEA algorithm) in the indicated datasets. (**C**) Downregulation of mitochondrial PUM2 target genes in immortalized *Norad^–/–^* MEFs. Expression levels were determined by qRT-PCR (n = 3 biological replicates for each MEF pair). Data are represented as mean ± SD in (**C**), and p values were calculated using Student’s t test. *p ≤ 0.05.

### Enforced PUM2 expression phenocopies *Norad* loss of function

While widespread genomic instability and mitochondrial dysfunction would be predicted to result in the premature aging-like phenotype displayed by *Norad^–/–^* mice, it remained to be demonstrated whether PUMILIO hyperactivity alone could account for the full spectrum of observed phenotypes. To address this question, transgenic mice with doxycycline (dox)-inducible expression of FLAG-tagged PUM2 were generated and crossed to mice harboring a ubiquitously expressed reverse tetracycline-controlled transactivator 3 transgene (*CAG-rtTA3*) (Premsrirut et al., 2011) (Figure 7A). Administration of dox induced broad transgene expression in *Pum2; rtTA3* double transgenic mice, as documented by FLAG immunohistochemistry (IHC) (Figure 7—figure supplement 1A). Robust transgenic PUM2 expression was also detectable by western blot in isolated MEFs (Figure 7—figure supplement 1B), although an increase in total PUM2 protein levels was surprisingly not detectable in bulk tissue (Figure 7—figure supplement 1C). Importantly, RNA-seq of spleens from transgenic animals revealed significant repression of PUM2 targets, demonstrating PUM2 hyperactivity in this tissue (Figure 7—figure supplement 1D). Because *CAG-rtTA3* does not efficiently drive transgene expression in the CNS (Premsrirut et al., 2011), we focused our phenotypic studies of *Pum2; rtTA3* double transgenic mice on peripheral tissues.

**Figure 7.**
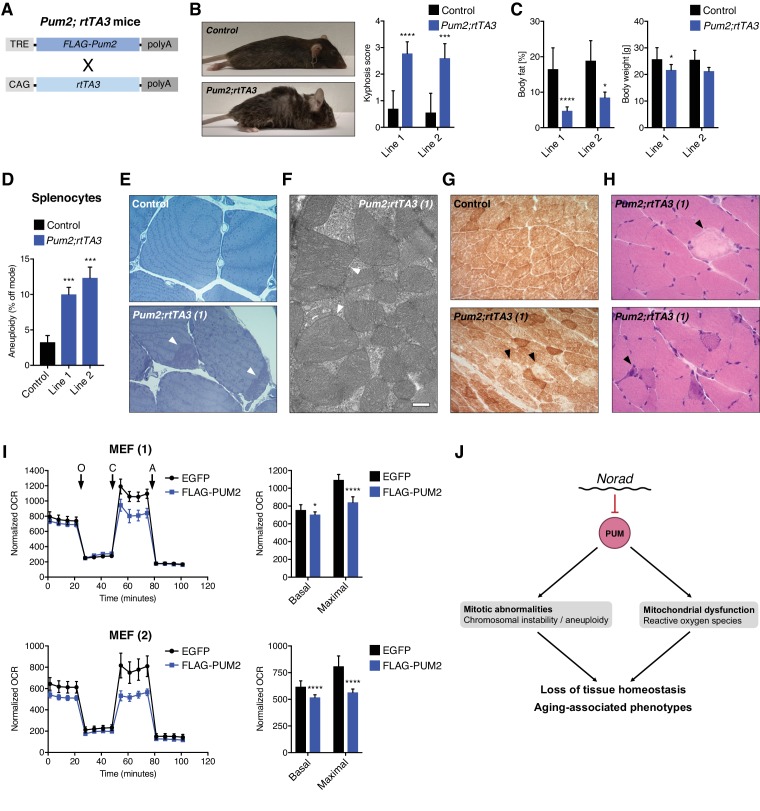
Enforced PUM2 expression phenocopies *Norad* loss of function. (**A**) Schematic depicting transgenes in doxycycline (dox)-inducible *Pum2* mice (TRE, TET responsive element; CAG, CAG promoter; rtTA3, reverse tetracycline-controlled transactivator 3; polyA, polyadenylation site). (**B**) Kyphosis in *Pum2; rtTA3* mice. Kyphosis scores were determined in two independent transgenic lines after 1.5-2 months of dox treatment. Dox-treated littermate matched wild-type and single transgenic *rtTA3* and *Pum2* mice were used as controls (n = 5-10 mice per genotype per transgenic line). (**C**) Reduced body fat and weight in *Pum2; rtTA3* mice after 1.5-2 months of dox treatment. Whole-body fat was quantified using NMR. Controls as in (**B**). (n = 7-12 (line 1) or 3-5 (line 2) mice per genotype). (**D**) Increased aneuploidy in *Pum2; rtTA3* splenocytes. DNA FISH was performed and quantified using freshly-isolated splenocytes after 2 months of dox treatment as in Figure 4A. Controls represent dox-treated single transgenic *rtTA3* and *Pum2* mice from line 1. 100 interphase nuclei per mouse were scored (n = 3-4 mice per genotype). (**E**) Subsarcolemmal accumulation of mitochondria (arrowheads) in skeletal muscle of *Pum2; rtTA3* (line 1) mice after 1.5 months of dox treatment. Representative dox-treated *Pum2* single transgenic control shown. Semi-thin sections of soleus muscle were stained with toluidine blue. (**F**) Representative electron micrograph showing abnormally enlarged mitochondria with distorted cristae (arrowheads) in skeletal muscle (soleus) of dox-treated *Pum2; rtTA3* (line 1) mice. Scale bar 500 nm. (**G**) COX histochemistry showing reduced COX activity in gastrocnemius muscle from a dox-treated *Pum2; rtTA3* (line 1) mouse compared to littermate-matched dox-treated *Pum2* single transgenic control. Arrowheads indicate muscle fibers with extreme reduction in COX activity. (**H**) Histologic analysis of H and E-stained sections of gastrocnemius muscle showing necrotic fibers (upper panel, arrowhead) and basophilic regenerating fibers (lower panel, arrowhead) in dox-treated *Pum2; rtTA3* (line 1) mice. (**I**) Impaired respiration in immortalized MEFs transiently overexpressing FLAG-PUM2. Normalized oxygen consumption rates (OCR) (OCR/total protein) were analyzed in two different *Norad^+/+^* MEF lines with either FLAG-PUM2 or EGFP overexpression using Seahorse analysis (n = 10-12 biological replicates per MEF line, O = oligomycin, C = CCCP, A = antimycin A). Basal and maximal respiration was determined from measurement 4 and 12, respectively. (**J**) Proposed mechanism for the aging-associated phenotypes associated with disruption of the *Norad*-PUMILIO axis. Data are represented as mean ± SD in (**B**)-(**D**) and (**I**), and p values were calculated using Student’s t test. *p ≤ 0.05, ***p ≤ 0.001, ****p ≤ 0.0001.

**Figure 7—figure supplement 1.**
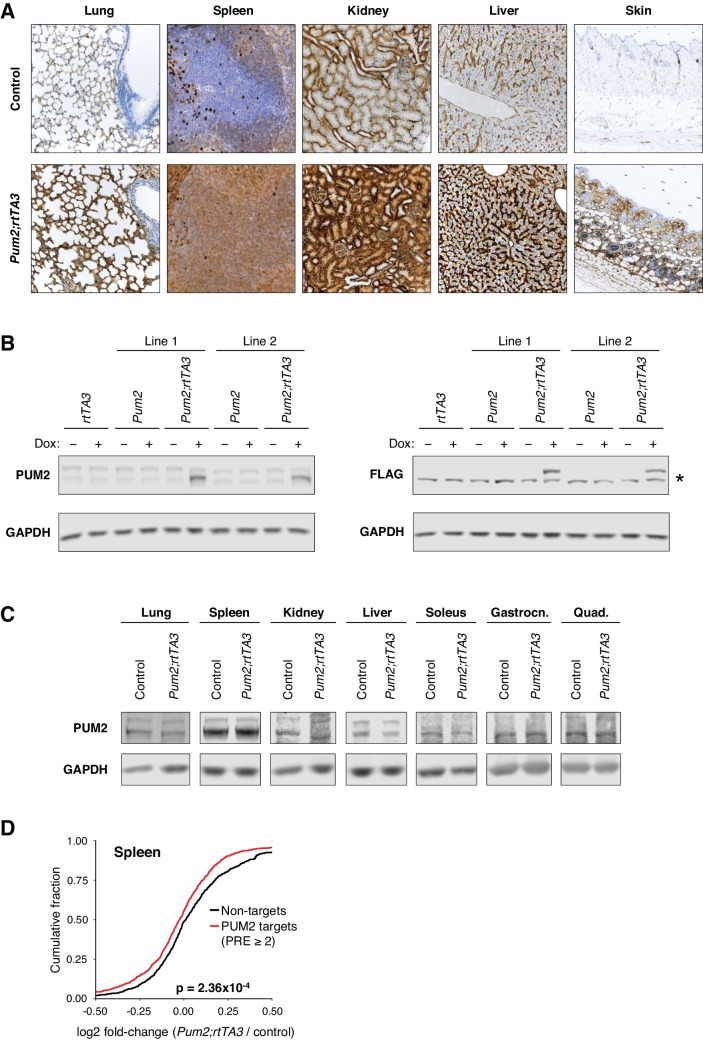
Enforced PUM2 expression phenocopies *Norad* loss of function. (**A**) Images of FLAG IHC in selected tissues from *Pum2* single transgenic control or *Pum2; rtTA3* (line 1) mice after 3.5–6.5 weeks of dox treatment. (**B**) Western blots showing total PUM2 (left) and FLAG-PUM2 (right) protein levels in MEF lines of indicated genotypes after 3 (line 2) or 4 (line 1) days of dox treatment. The doublet evident on the PUM2 blot is the result of alternative splicing of the *Pum2* transcript, while the transgene specifically produces the smaller isoform. On the FLAG western, * indicates non-specific band. (**C**) Western blots showing total PUM2 protein levels in selected tissues from *rtTA3* single transgenic control or *Pum2; rtTA3* (line 1) mice after 3.5 weeks of dox treatment. (**D**) CDF plot comparing fold-changes of PUM2 CLIP targets detected in *Norad^–/–^* brains with at least two PREs and expressed at FPKM ≥ 1 in spleen to non-targets with similar expression and 3’ UTR lengths. Fold-changes calculated using spleen RNA-seq data from *Pum2; rtTA3* mice vs. littermate-matched wild-type and single-transgenic *Pum2* controls after 4 weeks of dox treatment.

**Figure 7—figure supplement 2.**
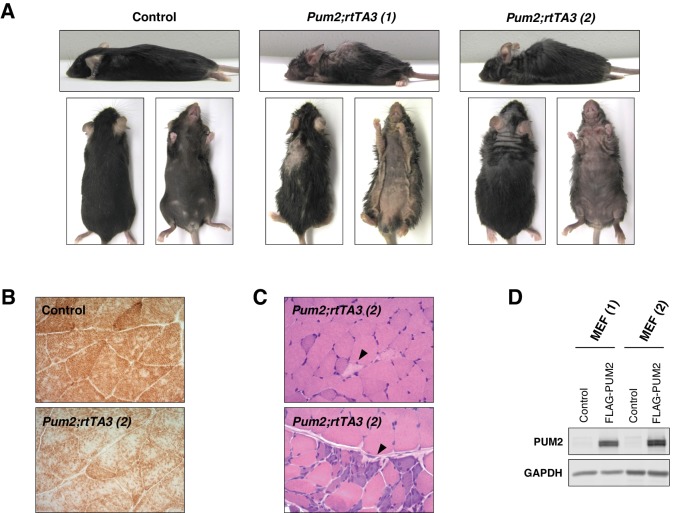
Enforced PUM2 expression phenocopies *Norad* loss of function. (**A**) Kyphosis and alopecia in *Pum2; rtTA3* mice from two independent transgenic founders or a wild-type control after 2 months of dox treatment. (**B**) COX histochemistry showing globally reduced COX activity in gastrocnemius muscle of *Pum2; rtTA3* (line 2) mice after 2 months of dox treatment compared to a dox-treated *Pum2* single transgenic control. (**C**) Histologic analysis of H and E-stained sections of gastrocnemius muscle showing necrotic fibers (upper panel, arrowhead) and basophilic regenerating fibers (lower panel, arrowhead) in dox-treated *Pum2; rtTA3* (line 2) mice. (**D**) Western blot showing expression of FLAG-PUM2 in transfected immortalized wild-type MEFs.

**Figure 7—figure supplement 3.**
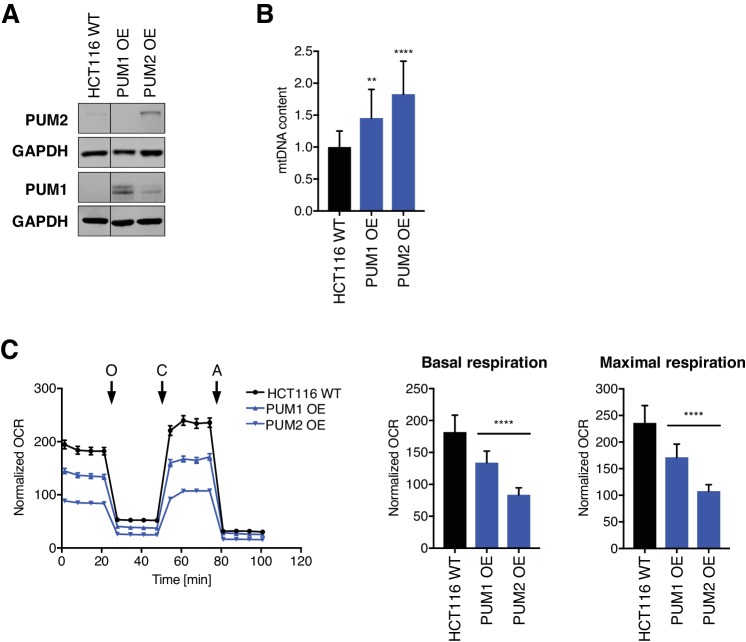
PUMILIO overexpression results in mitochondrial dysfunction in human HCT116 cells. (**A**) Western blot of PUM1/2 in HCT116 cells with PUMILIO overexpression (OE). All samples originate from the same blot with irrelevant lanes cropped (indicated by the black line). (**B**) Increased mtDNA content in HCT116 cells with PUM1/2 overexpression. mtDNA was quantified by qPCR and normalized to nuclear DNA (n = 11-13 biological replicates per condition). (**C**) Impaired respiration in HCT116 cells with PUM1/2 overexpression. Normalized oxygen consumption rate (OCR) (OCR/total protein/mtDNA content) was determined using Seahorse analysis (n = 14-16 biological replicates per condition, O = oligomycin, C = CCCP, A = antimycin A). Basal and maximal respiration was determined from measurement 4 and 12, respectively. The quantification of the mtDNA content (**B**) and OCR (**C**) in HCT116 cells with PUM1/2 overexpression was performed at the same time as the respective experiments in *NORAD^–/–^* HCT116 cells (Figure 5 – figure supplement 2B,D). Therefore, the same HCT116 WT controls as in Figure 5 - figure supplement 2 are shown in this figure. Data are represented as mean ± SD in (**B**) and (**C**) except (C, left graph) which is represented as mean ± SEM. p values were calculated using Student’s t test. **p ≤ 0.01, ****p ≤ 0.0001.

Administration of dox to young (8–14 week-old) *Pum2; rtTA3* double transgenic mice derived from two independent founders, but not to *Pum2* or *rtTA3* single transgenic controls, resulted in a striking phenotype within 2 months that closely resembled the appearance of *Norad^–/–^* mice at 1 year of age. Dox-treated *Pum2; rtTA3* mice developed rapidly progressing kyphosis, alopecia, graying of fur, and loss of body fat (Figure 7B–C and Figure 7—figure supplement 2A). These phenotypes were accompanied by increased aneuploidy in splenocytes (Figure 7D) and the accumulation of subsarcolemmal, irregularly shaped mitochondria lacking normal cristae in skeletal muscle (Figure 7E–F). Further demonstrating mitochondrial abnormalities, a global reduction in COX activity was observed in *Pum2; rtTA3* skeletal muscle (Figure 7G and Figure 7—figure supplement 2B) together with scattered necrotic and regenerating fibers (Figure 7H and Figure 7—figure supplement 2C).

Lastly, we directly assessed whether enforced PUM2 expression impairs mitochondrial function in MEFs and human cell lines. Transient expression of FLAG-PUM2 in MEFs or stable expression of either PUM1 or PUM2 in HCT116 significantly impaired respiration (Figure 7I, Figure 7—figure supplement 2D, Figure 7—figure supplement 3A–C). Overall, these data provide compelling evidence that PUMILIO hyperactivity in *Norad*-deficient animals results in genomic instability, mitochondrial dysfunction, and ultimately a multi-system degenerative phenotype resembling premature aging.

## Discussion

Although important roles for a growing number of lncRNA-encoding loci have been uncovered in development and disease states (Anderson et al., 2016; Arun et al., 2016; Sauvageau et al., 2013), definitive examples of noncoding RNA-mediated functions that are essential for mammalian physiology and maintenance of homeostasis across tissues are limited. Our studies of the murine *Norad* ortholog reported here unequivocally establish the importance of this lncRNA, and the tight regulation of its target PUMILIO proteins, in mammalian biology and implicate the *Norad*-PUMILIO axis as a major regulator of aging-associated phenotypes (Figure 7J). These findings provide important new insights and open new lines of investigation into the roles of noncoding RNAs and RNA binding proteins in normal physiology, aging, and disease.

While PUMILIO proteins belong to a deeply conserved family of post-transcriptional regulators, obvious *Norad* orthologs are apparent only in mammals. Other RNAs that regulate the activity of PUMILIO-related proteins in a similar manner in non-mammalian species have not been reported. Why then did this additional layer of PUMILIO regulation evolve? A possible answer to this question may relate to recent findings that, together with those reported here, demonstrate an exquisite sensitivity to PUMILIO dosage in mammals. Zoghbi and colleagues recently showed that slightly reduced *PUM1* dosage causes neurodegeneration in human and mouse brain (Gennarino et al., 2018; Gennarino et al., 2015). Human subjects carrying heterozygous *PUM1* deletions or missense mutations develop a neurodevelopmental disorder referred to as *PUM1*-associated developmental disability, ataxia, and seizure (PADDAS), associated with a ~ 50% reduction in PUM1 protein, or a later onset variant known as *PUM1*-related cerebellar ataxia (PRCA), associated with only a ~ 25% lowering of PUM1 levels (Gennarino et al., 2018). Taken together with our findings from this study, in which we examined for the first time the effects of mammalian PUMILIO hyperactivity in vivo, we can conclude that PUMILIO activity must be maintained within a very narrow range in order to prevent widespread deleterious consequences. In light of these findings, we propose that one major function of *Norad* is to buffer PUMILIO activity such that it stays within this critical range. This model posits the existence of *Norad*-bound and free PUMILIO pools which are exchangeable and in equilibrium, ensuring a consistent amount of available PUMILIO for target mRNA engagement and preventing fluctuations in PUMILIO expression from manifesting in altered target repression. Indeed, an RNA such as *Norad* represents an ideal molecule to serve as a buffer of this type, as it is able to efficiently regulate the activity of a pre-existing pool of PUMILIO at the level of target engagement.

In addition to providing a buffering function, it is likely that *Norad* is also utilized for dynamic regulation of PUMILIO activity under selected conditions. In particular, this lncRNA is known to be induced by a variety of cellular stressors, including DNA damage (Lee et al., 2016) and hypoxia (Michalik et al., 2014), which would be expected to result in de-repression of PUMILIO targets following these stimuli. Although the functional consequences of modulating PUMILIO-mediated gene regulation under these conditions is not yet understood, continued investigation of the signaling inputs that control this system and the resulting effects on PUMILIO-regulated gene networks will be important to further elucidate the roles of this newly discovered pathway in mammalian biology.

A surprising observation reported in this study was the rapid onset of dramatic premature aging-like phenotypes in *Pum2* transgenic mice despite a lack of overt overexpression of PUM2 protein at the bulk tissue level (Figure 7—figure supplement 1C). This finding raises the question of how transgene induction is able to drive such a striking phenotype if the protein product does not accumulate to supraphysiologic levels. An appealing hypothesis to explain this observation postulates that there are key vulnerable cell populations that become dysfunctional or damaged upon *Pum2* induction. These cells may be rare or may naturally express lower levels of PUMILIO, such that a large change in PUM2 expression within them may be masked by the majority of cells in the tissue. Indeed, isolated MEFs from *Pum2; rtTA3* transgenic mice show a robust increase in PUM2 protein expression (Figure 7—figure supplement 1B), thereby demonstrating clear transgene activity in isolated cell types. In addition, given that production of transgenic FLAG-PUM2 is robustly detectable by IHC (Figure 7—figure supplement 1A), repression of endogenous PUMILIO through a previously described negative feedback mechanism (Galgano et al., 2008; Kedde et al., 2010; Morris et al., 2008) may also contribute to the apparent lack of increase in total PUM2 levels in bulk tissue. Most importantly, the significant repression of PUM2 targets upon transgene induction (Figure 7—figure supplement 1D) demonstrates detectable PUM2 hyperactivity in *Pum2; rtTA3* tissues even in the absence of a global increase in protein abundance. Finally, it is worth noting that the absolute magnitude of repression of individual PUM2 targets in *Norad^–/–^* or *Pum2; rtTA3* tissues is generally low (~10–20%) (for example, see Figure 6). While the complexity of bulk tissue may mask more robust repression of PUM2 targets in specific cell-types, it is likely that the phenotypic consequences of PUMILIO hyperactivity cannot be attributed to repression of individual targets. Rather, the coordinated, modest repression of a broad set of PUMILIO targets in aggregate most likely produces the dramatic phenotypes observed.

Cells that are sensitive to enforced *Pum2* expression likely include stem cell populations whose dysfunction could lead to loss of tissue homeostasis and degenerative phenotypes. Accordingly, PUMILIO and related proteins have been implicated as critical stem cell regulators in model organisms and mammals (Crittenden et al., 2002; Forbes and Lehmann, 1998; Leeb et al., 2014; Lin and Spradling, 1997; Naudin et al., 2017; Shigunov et al., 2012). Identification of specific cell populations that drive aging-associated phenotypes under conditions of *Norad*-deficiency or PUMILIO hyperactivity represents an important priority for future work as this approach may reveal new cell types whose dysfunction contributes to the natural aging-associated decline of tissue homeostasis and renewal.

Analyses of *Norad*-deficiency and enforced *Pum2* expression unexpectedly revealed that PUMILIO hyperactivity triggers the coordinated repression of a large set of PUM2 target transcripts with key roles in mitochondrial function and homeostasis, associated with widespread structural and functional mitochondrial defects. These findings were corroborated by a recent study reporting that elevated PUM2 levels in aged mice impaired mitochondrial homeostasis (D'Amico et al., 2019). A large body of evidence has linked a decline in mitochondrial function to aging-associated phenotypes (Sun et al., 2016), including the direct demonstration that ‘mitochondrial mutator mice’, which harbor a mutation in the mitochondrial DNA polymerase and consequently accumulate mtDNA mutations, develop a premature aging phenotype with many features in common with *Norad^–/–^* mice (Trifunovic et al., 2004). Thus, mitochondrial dysfunction in concert with genomic instability, another abnormality associated with premature aging in mice (Baker et al., 2004; Baker et al., 2006), provides a compelling mechanistic basis for the phenotype of *Norad*-deficient animals. The regulation of mitochondrial biogenesis and function by PUMILIO-related proteins is not restricted to mammals. The budding yeast Puf family member Puf3p preferentially associates with mRNAs that encode mitochondrial proteins and facilitates their local translation in the vicinity of the mitochondrial protein import machinery (García-Rodríguez et al., 2007; Gerber et al., 2004; Saint-Georges et al., 2008). In *Drosophila* and cultured mammalian cells, PUMILIO proteins repress translation of mRNAs that encode mitochondria-destined proteins until these transcripts are docked at the mitochondrial outer membrane (Gehrke et al., 2015). Together, these observations suggest a deeply conserved role for PUMILIO proteins in the regulation of mitochondrial biology across eukaryotic species.

Perhaps, the most intriguing question to arise from these studies is whether dysregulation of the *Norad*-PUMILIO axis plays a role in physiologic aging and/or human disease. Remarkably, a recent RNA-seq study of noncoding RNA expression in the subependymal zone of human brains of increasing age reported a strong age-related decrease in *NORAD* expression (Barry et al., 2015). These findings take on added significance in light of our new understanding of the consequences of disruption of the *Norad*-PUMILIO axis and suggest that this lncRNA, and its target PUMILIO proteins, represent new candidates whose altered expression or function may influence the normal age-related decline in tissue function. These genes also represent previously unrecognized candidates that may be mutated or otherwise disrupted in rare progeroid cases that are unlinked to the genes that are presently known to cause these disorders. Thus, further study of the *Norad*-PUMILIO axis, and the pathways that regulate this noncoding RNA and its target proteins, promises to reveal important and unexpected new insights into mammalian physiology and disease.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Norad* (*2900097C17Rik*)	NA	Ensembl: ENSMUSG00000102869	
Gene (*Homo sapiens*)	*NORAD* (*LINC00657*)	NA	Ensembl: ENSG00000260032	
Genetic reagent (*Mus musculus*)	*Norad^-/-^* mice	This paper; see Materials and methods section Generation of mice with *Norad* deletion or enforced PUM2 expression		
Genetic reagent (*Mus musculus*)	*Pum2* (TRE-*FLAG-Pum2*) mice	This paper; see Materials and methods section Generation of mice with *Norad* deletion or enforced PUM2 expression		
Genetic reagent (*Mus musculus*)	*rtTA3* (CAG-*rtTA3*) mice	The Jackson Laboratory	Stock# 016532	
Genetic reagent (*Mus musculus*)	C57BL/6J mice	UTSW Breeding Core		
Cell line (*Mus musculus*)	*Norad^-/-^* primary MEFs	This paper; see Materials and methods section Generation and culture of mouse embryonic fibroblasts (MEF)		
Cell line (*Mus musculus*)	*Norad^+/- ^*primary MEFs	This paper; see Materials and methods section Generation and culture of mouse embryonic fibroblasts (MEF)		
Cell line (*Mus musculus*)	*Norad^+/+^* primary MEFs	This paper; see Materials and methods section Generation and culture of mouse embryonic fibroblasts (MEF)		
Cell line (*Mus musculus*)	*Norad^-/-^* immortalized MEFs	This paper; see Materials and methods section Generation and culture of mouse embryonic fibroblasts (MEF)		
Cell line (*Mus musculus*)	*Norad^+/+^* immortalized MEFs	This paper; see Materials and methods section Generation and culture of mouse embryonic fibroblasts (MEF)		
Cell line (*Mus musculus*)	*rtTA3* primary MEFs	This paper; see Materials and methods section Generation and culture of mouse embryonic fibroblasts (MEF)		
Cell line (*Mus musculus*)	*Pum2* primary MEFs	This paper; see Materials and methods section Generation and culture of mouse embryonic fibroblasts (MEF)		
Cell line (*Mus musculus*)	*Pum2;rtTA3* primary MEFs	This paper; see Materials and methods section Generation and culture of mouse embryonic fibroblasts (MEF)		
Cell line (*Mus musculus*)	Neuro-2a	ATCC	CCL-131	
Cell line (*Mus musculus*)	CT26	ATCC	CRL-2638	
Cell line (*Mus musculus*)	Hepa1-6	ATCC	CRL-1830	
Cell line (*Homo sapiens*)	HCT116	ATCC	CCL-247	
Cell line (*Homo sapiens*)	*NORAD^-/-^* HCT116	Lee et al. (2016)		
Cell line (*Homo sapiens*)	PUM1 OE HCT116	Lee et al. (2016)		
Cell line (*Homo sapiens*)	PUM2 OE HCT116	Lee et al. (2016)		
Antibody	Anti-PUM2 (polyclonal goat)	Santa Cruz	sc-31535	eCLIP
Antibody	Anti-PUM2 (monoclonal rabbit)	Abcam	ab92390	WB (1:4000)
Antibody	Anti-PUM1 (monoclonal rabbit)	Abcam	ab92545	WB (1:4000)
Antibody	Anti-GAPDH (monoclonal rabbit)	Cell Signaling	#2118	WB (1:5000)
Antibody	Anti-FLAG (polyclonal rabbit)	Cell Signaling	#2368	WB (1:1000)
Antibody	IRDye 800CW anti-rabbit (donkey)	Licor	925–32213	WB (1:10000)
Antibody	Anti-FLAG M2 (monoclonal mouse)	Sigma-Aldrich	F1804	IHC
Antibody	Anti-4-HNE (polyclonal rabbit)	Abcam	ab46545	IHC
Antibody	Anti-DNA/RNA Damage (monoclonal mouse)	Abcam	ab62623	IF
Antibody	Anti-Digoxigenin (monoclonal mouse)	Roche	11333062910	RNA FISH
Antibody	Anti-Mouse IgG, Cy3 (polyclonal goat)	EMD Millipore	AP124C	RNA FISH
Recombinant DNA reagent	pTRE-Tight-*FLAG-Pum2*	This paper; see Materials and methods section Generation of mice with *Norad* deletion or enforced PUM2 expression		
Recombinant DNA reagent	pCAG-*FLAG-Pum2*	This paper; see Materials and methods section FLAG-PUM2 overexpression in MEFs		
Recombinant DNA reagent	pcDNA3-*EGFP*	This paper; see Materials and methods section FLAG-PUM2 overexpression in MEFs		
Recombinant DNA reagent	pX330-U6-Chimeric_BB- CBh-hSpCas9	Addgene	#42230	
Sequence-based reagent	Mouse IDetect Point Probe Chr. 2 (red)	Empire Genomics	IDMP1002-R	DNA FISH
Sequence-based reagent	Mouse IDetect Point Probe Chr. 16 (green)	Empire Genomics	IDMP1016-1-G	DNA FISH
Sequence-based reagent	*Norad* (*2900097C17Rik*) TaqMan assay	Applied Biosystems	Mm04242407_s1	qPCR
Sequence-based reagent	*NORAD* custom TaqMan assay	Lee et al. (2016)	N/A	qPCR
Commercial assay or kit	Total ROS ID Detection Kit	Enzo Life Sciences	ENZ-51011	
Commercial assay or kit	3-nitrotyrosine (3-NT) ELISA	Mybiosource	MBS262795	
Chemical compound, drug	Tetramethylrhodamine ethyl ester (TMRE)	Enzo Life Sciences	ENZ-52309	
Software, algorithm	Prism 7	GraphPad Software		
Software, algorithm	NGS QC Toolkit (v2.3.3)	Patel and Jain, 2012		
Software, algorithm	Tophat2 (v2.0.12)	Kim et al., 2013		
Software, algorithm	HISAT2 (v2.1.0)	Pertea et al., 2016		
Software, algorithm	FeatureCount (v1.4.6) and (v1.6.0)	Liao et al. (2014)		
Software, algorithm	EdgeR (v3.8.6) and (v3.24.0)	Robinson et al. (2010)		
Software, algorithm	Stringtie (v1.2.2)	Pertea et al., 2015		
Software, algorithm	BEDtools	Quinlan and Hall (2010)		
Software, algorithm	Gene set enrichment analysis	Subramanian et al. (2005)		
Software, algorithm	Database for Annotation, Visualization and Integrated Discovery (DAVID)	Huang et al., 2009a		

### Generation of mice with *Norad* deletion or enforced PUM2 expression

All animal protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of The University of Texas Southwestern Medical Center (UTSW) and The Ohio State University, Nationwide Children’s Hospital. Mice were maintained in regular housing with a 12 hr light/dark cycle and normal chow and water *ad libitum. Norad^–/–^* mice were generated in the UTSW Transgenic Core by injecting Cas9 mRNA (Sigma-Aldrich) together with two in vitro transcribed sgRNAs flanking the *Norad* locus into fertilized C57BL/6J oocytes as described (Yang et al., 2013). Founder mice harboring deletions of *Norad* were maintained by backcrossing to wild-type C57BL/6J mice. Of note, *Norad^–/–^* lines were produced from three independent founder mice with *Norad* deletions (Figure 1—figure supplement 2A). All were phenotypically indistinguishable and used for subsequent studies of *Norad* function. For all animal experiments, cohort sizes were not pre-determined using power calculations. Sufficiently large sample sizes were used to allow detection of statistically significant differences between experimental cohorts.

Doxycycline (dox)-inducible *FLAG-Pum2* transgenic mice (in this study referred to as *Pum2* mice) were generated in a C57BL/6J background by the UTSW Transgenic Core using standard procedures for pronuclear injection. For the generation of the transgene vector, a cDNA clone of isoform 3 of the mouse *Pum2* coding sequence (BC041773) was purchased from transOMIC Technologies, verified by Sanger sequencing, PCR amplified with primers adding a FLAG tag to the protein N-terminus, and cloned into the pTRE-Tight vector (Clontech). Of note, isoform 3 encodes for the shorter PUM2 variant, which can be detected as the lower of two PUM2 bands in western blots. Broad endogenous expression of this isoform was detected by PCR in all tested mouse tissues (data not shown), confirming its physiologic relevance. Transgene positive *Pum2* mice were crossed to a ubiquitous cytomegalovirus early enhancer element chicken beta-actin (CAG) promoter-driven reverse tetracycline-controlled transactivator 3 (*rtTA3*) mouse line, which was generated in the Lowe laboratory (Premsrirut et al., 2011) and obtained from The Jackson Laboratory (stock number 016532). The resulting *Pum2; rtTA3* double transgenic mice were used for subsequent experiments together with *Pum2*, *rtTA3,* and wild-type littermates as controls. Transgene expression was induced in 8–14 week-old mice for 1.5–2 months by administering 2 g/L doxycycline hydrochloride (dox) (Sigma-Aldrich) supplemented with 10 g/L sucrose (Research Products International) in drinking water.

### Isolation of lymphocytes and splenocytes

Mice were anesthetized with isoflurane (Henry Schein Animal Health) and subjected to retro-orbital bleeding. Approximately 200 μL of blood were collected, immediately heparinized with 500 USP units/mL (Fresenius Kabi), transferred to 1.3 mL of PB Max Karyotyping Medium supplemented with 50 μg/mL lipopolysaccharide (Gibco and Sigma-Aldrich), and incubated at 37°C for 48 hr with shaking. After this incubation, cells were harvested and processed for DNA FISH analysis. For the isolation of splenocytes, mice were euthanized with an overdose of isoflurane, and spleens were resected, minced with a razor blade in 1X Hank’s balanced salt solution (HBSS) without calcium and magnesium (Gibco), passed through a 70 μm cell strainer (Corning), and washed with 1X phosphate buffered saline (PBS) (Sigma-Aldrich). Immediately after isolation, splenocytes were processed for DNA FISH analysis.

### Generation and culture of mouse embryonic fibroblasts (MEF)

*Norad^+/–^* females were bred to *Norad^+/–^* males or *Pum2* females were bred to *rtTA3* males and euthanized at embryonic day E14.5. Under sterile conditions, the uterine horns were removed and washed once with 70% ethanol and three times with 1X PBS. The embryos were then released and the heads and all visceral organs removed. The remainder of the embryo was finely minced using razor blades and treated with 0.25% trypsin/EDTA (Gibco) at 37°C for a total of 20 min. MEF growth medium consisting of DMEM with 4.5 g/L glucose, L-glutamine and sodium pyruvate (Gibco) supplemented with 1X nonessential amino acids (NEAA), 1X Antibiotic-Antimycotic (AA) (all Gibco), and 10% fetal bovine serum (FBS) (Gibco, Sigma-Aldrich) was added to inactivate the trypsin. Tissue chunks were disrupted by vigorous pipetting, centrifuged, resuspended in MEF growth medium, and plated in T25 flasks. The next day, non-adherent tissue debris was used for genotyping, while attached cells were transferred to a fresh tissue culture dish and designated as primary MEF passage 1 (P1). Aliquots of primary MEF P1 were frozen and stored until needed. Primary MEFs were used for a maximum of passages. Immortalized MEF lines were generated by transfecting primary MEFs with pSG5-SV40-Large-T-Antigen using Lipofectamine 3000 (Invitrogen) according to the manufacturer’s instructions. Starting at 48 hr post transfection, cells were serially passaged 1:10 to select for SV40-immortalized MEFs. After 6 passages, all SV40 large T antigen-transfected MEF lines were regarded as immortalized and this passage was designated as immortalized MEF P1. Of note, the genders of the MEF lines used in this study are not known. All MEF lines were tested and confirmed to be mycoplasma free.

### Culture of established cell lines

All established mouse cell lines (Neuro-2a, CT26, and Hepa1-6) were obtained from ATCC and cultured in DMEM with 4.5 g/L glucose, L-glutamine and sodium pyruvate (Gibco) supplemented with 1X AA (Gibco), and 10% FBS (Sigma-Aldrich). The male colon cancer cell line HCT116 was obtained from ATCC (CCL-247) and cultured in McCoy’s 5a medium (Gibco) supplemented with 1X AA (Gibco) and 10% FBS (Gibco, Sigma-Aldrich). The cell line was authenticated by ATCC using short tandem repeat (STR) analysis in November 2017. The generation of HCT116 *NORAD^–/–^* clones via transcription activator-like effector nuclease (TALEN)-mediated insertion of a Lox-Stop-Lox cassette as well as HCT116 PUM1 and PUM2 overexpression clones using lentiviral transduction was described previously (Lee et al., 2016). Cell lines were tested and confirmed to be mycoplasma free.

### RNA isolation and quantitative reverse transcription PCR (qRT-PCR)

Total RNA was isolated from cells or tissues using the miRNeasy Mini Kit (Qiagen) following the manufacturer’s instructions including an on-column DNAse I digest to remove genomic DNA contamination. Complementary DNA (cDNA) was generated from 1 μg of total RNA using the SuperScript III First-Strand Synthesis SuperMix for qRT-PCR (Invitrogen) according to the manufacturer’s protocol. Relative *Norad* expression in mouse was quantified using the Applied Biosystems TaqMan assay for *2900097C17Rik* (*Norad*) (Mm04242407_s1) and the TaqMan Universal II Master Mix (Applied Biosystems). Human *NORAD* was quantified using a custom TaqMan assay described previously (Lee et al., 2016). For all other genes analyzed in this study, expression was quantified using the Power SYBR Green PCR Master Mix (Applied Biosystems) together with primers provided in Supplementary file 2. RNA expression levels were normalized to 18S ribosomal RNA (cell line studies) or *Gapdh* mRNA (in vivo studies) using either standard curves of each gene or the comparative ΔCt method. The number of biological replicates is stated in the figure legends, each biological replicate was run with three technical replicates.

### Next-generation RNA sequencing (RNA-seq)

Total RNA was isolated from brains and spleens of 10-week-old male *Norad^+/+^* and *Norad^–/–^* mice (three mice per genotype) as well as from spleens of 16-week-old *Pum2; rtTA3* and control (*Pum2* and wild-type) mice after 4 weeks of dox treatment (four mice per group) using the miRNeasy Mini Kit (Qiagen) including a DNAse I digestion step to remove genomic DNA. RNA integrity was determined with the Agilent 2100 Bioanalyzer, and only RNA samples with an RNA integrity number (RIN) of greater than eight were used for subsequent analysis. Sequencing libraries were prepared with the TruSeq Stranded mRNA Library Prep Kit (Illumina) and sequenced using the 75 base pair (bp) single-read protocol on a NextSeq 500 platform (Illumina). Library prep and RNA-seq were performed by the UTSW McDermott Center Next-Generation Sequencing Core.

For RNA-seq in *Norad^+/+^* and *Norad^–/–^* mice, quality assessment of the sequencing data was performed with NGS QC Toolkit (v2.3.3) (Patel and Jain, 2012). Reads with more than 30% of nucleotides with a Phred quality score of less than 20 were removed from further analysis. Quality-filtered reads were then aligned to the mouse reference genome GRCm38 (mm10) using Tophat2 (v2.0.12) with default settings (Kim et al., 2013). Only reads uniquely mapped to the genome were kept for future analysis. Aligned reads were counted per gene ID using featureCount (v1.4.6) (Liao et al., 2014). Differential gene expression analysis was carried out using the R package EdgeR (v3.8.6) (Robinson et al., 2010). For RNA-seq in *Pum2; rtTA3* and control mice, reads were aligned to GRCm38 (mm10) using HISAT2 (v2.1.0) (Pertea et al., 2016). Only reads uniquely mapped to the genome were kept for future analysis. Aligned reads were counted per gene ID using featureCount (v1.6.0). Differential gene expression analysis was carried out using EdgeR (v3.24.0). For each comparison, genes were required to have at least one read in at least one sample to be considered as expressed. Differential gene expression analysis was performed using the GLM approach following EdgeR’s official documentation. CPM (counts per million) and FPKM (fragments per kilobase million) were obtained using EdgeR and Stringtie (v1.2.2) (Pertea et al., 2015), respectively.

Gene set enrichment analysis (GSEA) (Subramanian et al., 2005) was performed using default gene sets of gene ontology (GO) terms. The results obtained from the RNA-seq analyses of brain and spleen (normalized reads as CPM) were used as input data. The normalized enrichment scores (NES) as well as the false discovery rates (FDR) are provided in the figures. GO analysis of spleen RNA-seq data was also carried out on genes that were significantly (p≤0.05) downregulated in *Norad^–/–^* spleens using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (Huang et al., 2009a; Huang et al., 2009b).

### Enhanced UV crosslinking immunoprecipitation (eCLIP)

PUM2 RNA interactions in the mouse brain were determined by eCLIP, following a previously published protocol (Van Nostrand et al., 2016). In brief, brains from 3-month-old *Norad^+/+^* and *Norad^–/–^* females (two mice per genotype representing two biological replicates) were resected and cut in halves. Per sample, one half of a brain was minced with razor blades in 1X ice-cold diethyl pyrocarbonate (DEPC)-treated PBS. The resulting tissue suspensions were UV crosslinked on ice in a Spectrolinker XL-1500 (Spectronics) at 254 nm three times at 400mJ/cm^2^. The UV crosslinked tissues were centrifuged, snap-frozen in ethanol/dry ice, and stored at −80°C until needed. For the immunoprecipitation of PUM2, Protein G Dynabeads (Invitrogen) were used together with the same polyclonal goat anti-PUM2 antibody (sc-31535, Santa Cruz) used previously for PUM2 CLIP analysis in human cells (Lee et al., 2016). For each genotype, duplicate size-matched input and immunoprecipitation samples were prepared (four samples per genotype). In contrast to the original protocol (Van Nostrand et al., 2016), in which libraries were designed for paired-end sequencing, we adapted the RNA and DNA linker sequences for single-read sequencing. For each sample, separate sequencing libraries were generated using a unique modified RiL19-new RNA linker as well as a modified rand103Tr3-new DNA linker and AR17-new reverse transcription primer (sequences provided in Supplementary file 2). PCR library amplification was performed with polyacrylamide gel electrophoresis (PAGE)-purified oligonucleotides containing specific indexes (D501-D504, D701-D703). Single-read sequencing was performed on a NextSeq 500 platform using a NextSeq 500/550 High Output v2 Kit, 75 cycles (Illumina) in the UTSW McDermott Center Next-Generation Sequencing Core.

All adapter sequences were removed using Cutadapt with an e-value set to 0.1. All reads less than 18 nt after adapter trimming were discarded, and the unique molecular identifiers (10 nt randomers) for PCR duplication identification were trimmed and recorded using in-house scripts. Because of the high number of *NORAD* pseudogenes in the human and mouse genome, we followed a similar mapping strategy to that used in our previous study (Lee et al., 2016). Reads were first mapped to *Norad* (*2900097C17Rik*) before all remaining reads, which did not align to *Norad*, were mapped to GRCm38 (mm10) using Tophat2 (v2.0.12) with default settings (Kim et al., 2013). Only uniquely mapped genomic reads were retained. PCR duplicates were then removed based on the unique molecular identifier information using in-house scripts. All remaining reads were regarded as usable reads and subjected to cluster calling.

For each IP sample, the read coverage of each nucleotide was calculated and all regions with coverages of equal or greater than three were kept as candidate bins. The read counts of each IP/input pair were obtained for every bin, requiring at least a 50% sequence overlap. The fold-changes of the normalized read counts were then calculated for each bin: normalized fold-change = ((reads_in_bin[IP]+1)/total_usable_reads[IP])/((reads_in_bin[input]+1)/total_usable_reads[input]). Bins with fold-changes greater than or equal to four were considered as clusters. Finally, we filtered clusters for those that were detected in both biological replicates of either genotype. Clusters that overlapped with at least 30% of their length were merged. Bedgraph files of each sample were generated with BEDtools (Quinlan and Hall, 2010) using reads normalized to the total usable genomic read count and visualized with the Integrative Genomics Viewer (IGV). Genes with one or more CLIP clusters in their 3’ UTRs were regarded as PUM2 target genes. The number of CLIP reads per gene (Figure 3B) was determined by calculating the weighted sum of all reads within 3’ UTR CLIP clusters for each PUM2 target gene from both *Norad^+/+^* CLIP replicates. To calculate normalized CLIP signal of PUM2 targets in *Norad^+/+^* and *Norad^–/–^* brains (Figure 3C), a method similar to that used by Bosson *et al.* was used (Bosson et al., 2014). Genes were first filtered for those with an average expression level of at least 1 FPKM in brain RNA-seq data. The average normalized number of CLIP reads from both CLIP replicates within 3’ UTR clusters of each PUM2 target gene were then summed and divided by the gene’s expression level (average FPKM) in the respective genotype. For CDF plots depicting fold-changes of CLIP targets in brain (Figure 3D–E), non-CLIP targets were filtered for those whose expression levels were within 25% of the log mean value for this parameter in the set of CLIP targets. Non-CLIP targets were also filtered for those whose 3’ UTR length was within 25% of the mean of 3’ UTR lengths in the set of CLIP targets. For similar CDF plots in which the expression of CLIP targets was examined in spleen (Figure 4E and Figure 7—figure supplement 1D), brain CLIP targets were filtered for those with FPKM ≥ 1 in either *Norad^–/–^* or *Pum2; rtTA3* spleen and the presence of at least two PREs within 100 nucleotides of CLIP clusters in the target 3’ UTR. Non-CLIP targets were filtered as described above for brain to match expression level and 3’ UTR length to the set of CLIP targets shown in each plot.

### Quantification of mitochondrial DNA

Total DNA was isolated using the DNeasy Blood and Tissue Kit (Qiagen) according to the manufacturer’s instructions. Mitochondrial (mtDNA) and nuclear (nDNA) DNA were quantified by qPCR using either human or mouse specific primers (Supplementary file 2) and the Power SYBR Green PCR Master Mix (Applied Biosystems). The quantity of mtDNA was then normalized to the quantity of nDNA. Both mtDNA and nDNA concentrations were determined using standard curves. The number of replicates is provided in the respective figure legends.

### Subcellular fractionation

Mouse cell lines (immortalized MEFs, Neuro-2a, CT26, or Hepa1-6) were seeded in triplicate and harvested the next day for subcellular fractionation, which was performed as previously described (Lee et al., 2016). Briefly, cell pellets were lysed in RLN1 buffer (50 mM Tris-HCl pH 8.0, 140 mM NaCl, 1.5 mM MgCl_2_, 0.5% NP-40, RNAse inhibitor), incubated on ice for 5 min, and centrifuged. The supernatant contained the cytoplasmic fraction, while the pellet contained the nuclear fraction. Both fractions were then subjected to RNA isolation and equal cell equivalents of nuclear and cytoplasmic RNA were used in subsequent qRT-PCR reactions. All samples were tested for *Norad* as well as for *Neat1* (nuclear control) and *Actb* (cytoplasmic control). Because equal cell equivalents of nuclear and cytoplasmic RNA were used in each reaction, the sum of the expression level of each transcript in the nucleus plus cytoplasm can be set to 100%, thereby allowing determination of the percentage of each transcript localized to each compartment. *Neat1* and *Actb*, respectively, showed the expected nuclear and cytoplasmic localization in each experiment, confirming successful subcellular fractionation.

### Fluorescent in situ hybridization (RNA FISH)

RNA FISH was performed as described previously (Mito et al., 2016). A DIG-labeled RNA probe for mouse *Norad* was synthesized by in vitro transcription using a DIG-labeling mix (Roche). Primers used for amplification of the DNA template are provided in Supplementary file 2. MEFs grown on poly-L-lysine coated coverslips were fixed in 4% paraformaldehdye for 10 min followed by permeabilization in 0.5% Triton X-100 for 10 min. Samples were then hybridized with 10 ng/μL DIG-labeled RNA probe at 55°C for 16 hr. Following hybridization, samples were washed and treated with RNase A. DIG-labeled probes were detected using a mouse monoclonal anti-DIG primary antibody (Roche) and a Cy3-labeled goat anti-mouse IgG secondary antibody (EMD Millipore). A Zeiss LSM700 confocal microscope was used for imaging.

### Western blots

Cell and tissue lysates were prepared in RIPA buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate) supplemented with cOmplete Protease Inhibitor Cocktail (Roche). Western blots were probed with monoclonal rabbit anti-PUM2 antibody (ab92390, Abcam), monoclonal rabbit anti-PUM1 antibody (ab92545, Abcam), polyclonal rabbit anti-FLAG (2368, Cell Signaling), or monoclonal rabbit anti-GAPDH antibody (2118, Cell Signaling). Bands were visualized using an IRDye 800CW donkey anti-rabbit IgG secondary antibody (925–32213, Licor) and an Odyssey CLx Imager (Licor).

### FLAG immunohistochemistry

Tissues were harvested from mice that had been treated with dox for 3.5–6.5 weeks. All tissues were fixed in 10% neutral buffered formalin (NBF) for 24–48 hr. Fixed samples were processed, paraffin embedded, and sectioned using standard procedures. To detect the expression of the *FLAG-Pum2* transgene, immunohistochemistry (IHC) was performed by the UTSW Tissue Management Shared Resource using the monoclonal anti-FLAG M2 antibody (F1804, Sigma-Aldrich). Images were acquired on an AxioObserver Z1 microscope (Zeiss).

### Histologic analysis of skeletal muscle and the central nervous system (CNS)

12-month-old *Norad^+/+^* and *Norad^–/–^* mice were used for semi-thin and ultrastructural analysis. For these studies, one group of mice were given xylazine/ketamine anesthesia and euthanized by cardiac perfusion with 4% paraformaldehyde followed by 5% glutaraldehyde (both in 0.1 M phosphate buffer). Tissue samples from brain and spinal cord were removed under a dissecting microscope. A second group of mice were perfused with 4% paraformaldehyde and their muscles were removed and further fixed in situ in 5% glutaraldehyde. These tissues were dissected into small blocks and processed for plastic embedding using standard methods (Sahenk and Mendell, 1979). Thick (1 µm) sections were stained with toluidine blue and selected blocks were sectioned and examined with an electron microscope (Hitachi H7650). Brain and spinal cord segments were placed in 10% NBF and processed for paraffin embedding. Brain, spinal cord, and skeletal muscle were collected from additional mice for cryostat sectioning. Muscle tissues from *Pum2; rtTA3* as well as *Pum2* and *rtTA3* single transgenic littermates were collected and processed as for *Norad^–/–^* mice. All transgenic mice were between 4 and 6 months old and had been treated with dox for 1.5–2 months.

To analyze neuronal cell loss in the ventral horn neuron pools, 5 µm thick, paraffin embedded and hematoxylin and eosin (H and E) stained lumbar spinal cord sections from *Norad^+/+^* (n = 5) and *Norad^–/–^* (n = 5) mice were analyzed. Motor neuron pools in the anterior horn cell areas of both hemicords from each section were included. For each mouse, sections from 1-2 levels were photographed at 20X magnification. Only cell bodies clearly showing a nucleolus on the plane of the section were considered. Equal numbers of spinal cord levels were analyzed in each group. Mean neuronal densities of anterior horn areas per lumbar cord level were calculated.

Succinate dehydrogenase (SDH) enzyme histochemistry was used to assess metabolic fiber type changes in the aging muscle. For this purpose, muscle fiber types were grouped into three categories: slow twitch oxidative (STO), fast twitch oxidative (FTO), and fast twitch glycolytic (FTG). Twelve-µm-thick cross-sections from the gastrocnemius muscles of 12-month-old *Norad^+/+^* and *Norad^–/–^* mice (n = 4 in each group, 2 males and 2 females) were stained for SDH activity. Three images, each representing a distinct zone of the gastrocnemius muscle (a deep zone predominantly composed of STO, an intermediate zone showing a checkerboard appearance of STO, FTO, or FTG, and a superficial zone predominantly composed of FTG fibers), were taken along the midline axis at 20X magnification using an Olympus BX41 microscope. Muscle fiber types were determined and counted based on their dark (STO), intermediate (FTO), or light (FTG) SDH staining as previously reported (Yalvac et al., 2017).

Mitochondrial function was assessed in spinal cord neurons of 12-month-old *Norad^+/+^* and *Norad^–/–^* mice using cytochrome c oxidase (COX) histochemistry. Twelve µm thick frozen lumbar spinal cord tissue sections were mounted onto superfrost glass slides (Thermo Fisher) and dried at room temperature for 1 hr before the COX enzymatic activity assay was performed. Two sections, 100 µm apart, were analyzed from each mouse. The anterior horn areas of each section were photographed at 10X magnification and the number of neurons with normal COX activity were determined. Counts from the hemicord anterior horn cell area with the higher number of neurons with normal COX activity was included in the analysis. Only cell bodies with an obviously visible nucleolus on the plane of the section and with a COX activity clearly above the background of gray matter were considered. The number of neurons with normal COX activity was counted per each section analyzed. COX activity was also qualitatively analyzed in fresh frozen gastrocnemius muscle sections from 12-month-old *Norad^+/+^* and *Norad^–/–^* mice and 4-6 month-old *Pum2; rtTA3* transgenic mice or controls that had been treated with dox for 1.5–2 months.

### DNA fluorescence in situ hybridization (FISH)

DNA FISH for two representative chromosomes (chromosomes 2 and 16) was performed in lymphocytes, splenocytes, and primary MEFs. Cells were first incubated in hypotonic KCl solution: lymphocytes were incubated in 75 mM KCl at 37°C for 15 min, splenocytes in 75 mM KCl at room temperature for 30 min, and MEFs in 0.4% KCl at room temperature for 8 min. Subsequently, cells were centrifuged and resuspended in methanol/acetic acid (3:1), washed twice with methanol/acetic acid (3:1), dropped onto Rite-On Micro Slides (Gold Seal Products), air-dried, and either used immediately or stored at −20°C until needed. DNA FISH was performed using the Mouse IDetect Chromosome Point Probes for chromosome 2 (red) and 16 (green) (IDMP1002-R, IDMP1016-1-G, Empire Genomics) following the manufacturer’s protocol. Slides were mounted with ProLong Diamond Antifade Mountant with DAPI (Invitrogen) and analyzed on an AxioObserver Z1 microscope (Zeiss) using the 100X oil objective. Lymphocytes and splenocytes whose chromosome count differed from 2n for at least one of the two tested chromosomes were regarded as aneuploid or off mode. MEFs were only considered aneuploid when their chromosome count differed from 2n or a multiple of 2n in order to account for the increased polyploidy in this cell type.

### Time-lapse microscopy

Primary *Norad^+/+^* and *Norad^–/–^* MEFs (three MEF lines per genotype, P<4) were grown on Lab-Tek Chambered Coverglass slides (Thermo Fisher) that were coated with poly-L-lysine (Sigma-Aldrich). Prior to the analysis, DNA was visualized by adding 50 ng/mL Hoechst dye (Invitrogen) to the growth medium. Mitoses were monitored by taking fluorescence images every 5 min for ~48 hr on a Leica inverted microscope equipped with a temperature and CO_2_-controlled chamber, a 63X oil objective, an Evolve 512 Delta EMCCD camera, and the MetaMorph Microscopy Automation and Image Analysis Software (Molecular Devices, LLC). Videos were generated from the acquired time-lapse images and analyzed for the occurrence of mitotic defects including anaphase bridges and lagging chromosomes.

### Assessment of aging-associated phenotypes

*Norad^+/+^*, *Norad^+/–^*, and *Norad^–/–^* mice were continuously monitored over a period of 12 months for the onset and progression of kyphosis as well as alopecia and graying of fur. The kyphosis scoring system was adopted from a previously reported strategy (Guyenet et al., 2010). In brief, a kyphosis score of 0 indicates no kyphosis detectable, a score of 1 indicates the presence of mild kyphosis but the mouse is still able to entirely stretch its spine, and scores of 2 and 3 indicate that there is prominent kyphosis at rest which persists in a mild (score of 2) or a severe (score of 3) form even when the mouse stretches its spine.

### Analysis of whole-body fat and subcutaneous adipose tissue

Whole-body fat, as a percentage of body weight, was measured by nuclear magnetic resonance (NMR) in 3-month and 12-month-old *Norad^+/+^* and *Norad^–/–^* mice, or in 4–6 month-old *Pum2; rtTA3* double transgenic mice and control littermates after 1.5–2 months of dox treatment, using a Bruker Minispec mq10. Subcutaneous (s.c.) adipose thickness of 12-month-old *Norad^+/+^* and *Norad^–/–^* mice was determined using standard H and E-stained skin histology. For every skin sample, images were acquired at 5X magnification across the entire length of the section on an AxioObserver Z1 microscope (Zeiss) using the AxioVision 4.8 software (Zeiss). In these images, the thickness of the s.c. adipose tissue was measured at 15 different points using the AxioVision 4.8 software. The average of the 15 measurements was then calculated to obtain the adipose thickness of each mouse.

### Quantification of mitochondrial membrane potential (MMP)

Tetramethylrhodamine ethyl ester (TMRE) (ENZ-52309, Enzo Life Sciences) was used for measuring mitochondrial membrane potential (MMP) in immortalized *Norad^+/+^* and *Norad^–/–^* MEFs. 80 × 10^3^ cells were seeded in triplicate in 6-well plates in regular growth medium and incubated for 16–18 hr until 70–80% confluent. Cells were then trypsinized with 0.25% trypsin/EDTA (Gibco), pelleted at 300 g, and resuspended in 500 µL of fresh growth medium containing 50 nM TMRE. Samples were then incubated at 37°C in the dark for 30 min and analyzed by flow cytometry using a BD Accuri C6 Cytometer (BD Biosciences). The average and standard deviation of the mean fluorescence intensities of the three replicates was calculated for each sample, and each *Norad^–/–^* MEF line was compared to its *Norad^+/+^* littermate control line.

### Analysis of reactive oxygen species (ROS) and oxidative damage

The Enzo Total ROS Detection Kit (ENZ-51011, Enzo Life Sciences) was used for detection of ROS levels in immortalized MEFs and human HCT116 cells. 80 × 10^3^ MEFs were plated in triplicate in -well plates in regular growth medium and incubated for 16–18 hr. 60 × 10^3^ HCT116 cells were seeded in triplicate in 24-well plates in regular growth medium and also incubated for 16–18 hr. All cells were 70–80% confluent at the time of the assay. ROS levels were measured according to the manufacturer’s protocol. Briefly, cells were trypsinized with 0.25% trypsin/EDTA (Gibco), pelleted at 300 g, washed once with Enzo 1X Wash Buffer, and resuspended in 300 µL of freshly prepared Enzo ROS Detection Solution (1 µL ROS dye in 5 mL Wash Buffer). Samples were incubated in the dark for 30 min and analyzed by flow cytometry using a BD Accuri C6 Cytometer (BD Biosciences). The average and standard deviation of the mean fluorescence intensities of the three replicates was calculated for each sample. Each *Norad^–/–^* MEF line was compared to its *Norad^+/+^* littermate control line.

Oxidative damage was examined in the CNS of 12-month-old *Norad^+/+^* and *Norad^–/–^* mice using IHC and immunofluorescence. Lipid peroxidation was examined in formalin-fixed paraffin embedded spinal cord sections by IHC using the polyclonal rabbit anti-4-Hydroxynonenal (4-HNE) antibody (ab46545, Abcam). Nucleic acid oxidation was assessed in fresh frozen brain sections by immunofluorescence using the mouse monoclonal anti-DNA/RNA Damage antibody (ab62623, Abcam), which detects 8-OHdG/8-OHG. In addition, protein oxidation was assessed in spinal cord and brain using an enzyme-linked immunosorbent assay (ELISA) for 3-nitrotyrosine (3-NT) (MBS262795, Mybiosource) according to the manufacturer’s instructions.

### Seahorse analysis

Oxygen consumption rates (OCRs) were analyzed in immortalized MEFs and human HCT116 cells using a Seahorse Bioscience XF96 Extracellular Flux Analyzer (Seahorse Bioscience/Agilent). 10 × 10^3^ cells per well were plated in Seahorse XF96 cell culture microplates (Agilent) in regular growth medium and incubated for 14–16 hr. For HCT116 cells, Seahorse XF96 Cell Culture Microplates were coated with poly-L-lysine (Sigma-Aldrich) to improve cell attachment. Prior to measurement, cells were equilibrated for 1 hr in Seahorse assay medium (D5030, Sigma-Aldrich) supplemented with 10 mM glucose (Sigma-Aldrich), 1 mM sodium pyruvate (Gibco), and 2 mM L-glutamine (Sigma-Aldrich). OCRs were monitored before and after adding the following mitochondrial inhibitors: 2 µM oligomycin (complex V inhibitor), 1 µM carbonyl cyanide 3-chlorophenylhydrazone (CCCP, uncoupler of oxidative phosphorylation), and 1 µM antimycin A (complex III inhibitor) (all Sigma-Aldrich). OCRs were normalized to the amount of protein in each sample using a bicinchoninic acid (BCA) assay (Thermo Fisher) according to the manufacturer’s instructions. For HCT116 cells, OCRs were further normalized to the mtDNA content to account for differences in mitochondrial content.

### FLAG-PUM2 overexpression in MEFs

To overexpress PUM2 in MEFs, the same *FLAG-Pum2* cDNA that was used for generating the transgenic mouse was cloned into a pBROAD3 vector (Invivogen), in which the Rosa26 promoter was replaced by a strong CAG promoter (pCAG-*FLAG-Pum2*). A pcDNA3-EGFP vector was used for control transfections. FLAG-PUM2 and EGFP were transfected into immortalized *Norad^+/+^* MEFs using 2.5 µg of plasmid DNA and Lipofectamine 3000 (Invitrogen) according to the manufacturer’s protocol. In brief, 100 × 10^3^ cells were seeded into -well plates and incubated overnight. The next day, cells were transfected with either pCAG-*FLAG-Pum2* or pcDNA3-EGFP and incubated again overnight. The following day, cells were collected and re-plated for a second transfection, performed identically. After overnight incubation, cells were seeded for Seahorse analysis, as described above. PUM2 overexpression was assessed after the second transfection using western blot.

### Statistical analysis

A comprehensive description of the RNA-seq and eCLIP analysis including the use of software is provided in the respective sections. The significance of the cumulative distribution functions was calculated using the Kolmogorov-Smirnov test and plotted in R. For all other analyses, statistical significance was analyzed using Prism 7 (GraphPad Software). Student’s t tests or log-rank tests (for survival and phenotype incidence) were used to determine statistical significance, which is indicated as *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001. Data are presented as mean ± SD in all figures except Figure 5—figure supplement 2D and Figure 7—figure supplement 3C (left graph) where the data are presented as mean ± SEM. The numbers of replicates are stated in the figure legends.

### Data availability

RNA-seq and eCLIP data has been deposited in the Gene Expression Omnibus (GEO) at NCBI (Accession numbers GSE121684, GSE121688, and GSE125539). Data is available for download via the following links:

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121684

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121688

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125539

## Data Availability

RNA-seq and eCLIP data has been deposited in the Gene Expression Omnibus (GEO) at NCBI (Accession numbers GSE121684, GSE121688, and GSE125539). The following datasets were generated: KoppFChenBZhangHLeeSXieYMendellJT2018Identification of RNAs bound to PUM2 in Norad+/+ and Norad-/- brains [CLIP-seq]NCBI Gene Expression OmnibusGSE121684 KoppFChenBZhangHLeeSXieYMendellJT2018Gene expression profiles in Norad+/+ and Norad-/- brains and spleens [RNA-seq]NCBI Gene Expression OmnibusGSE121688 KoppFChenBZhangHLeeS2019Gene expression profiles in double transgenic (DT, Pum2;rtTA3) and control (CTR, Pum2 and wild-type) spleensNCBI Gene Expression OmnibusGSE125539 The following previously published dataset was used: KoppFChangTChenBXieYMendellJT2015Gene expression profiles in NORAD knockout and PUMILIO overexpressing cellsNCBI Gene Expression OmnibusGSE75440

How the deposited data were processed for this re-analysis (not part of the article)

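RNA-seq of brain and spleen from 10-week-old male mice, 3 *Norad+/+* and 3 *Norad-/-* per tissue, was analysed from FPKM values. Each library is 1 mouse. The Pum2;rtTA3 spleens and the CLIP libraries were not analysed here. A gene that is withheld is not reported here.

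The authors removed low-quality reads with NGS QC Toolkit 2.3.3, aligned the rest to GRCm38 with TopHat2 2.0.12, kept uniquely mapped reads, and for their own comparison counted reads with featureCounts 1.4.6 and tested them with edgeR 3.8.6. The FPKM values were made with StringTie 1.2.2 according to the submitters' processing notes. They hold 24062 genes under older symbols, of which 2883 are at 0 in all 12 libraries, and 0 value columns belong to no sample. Of the genes, 23636 matched 1 gene of GENCODE M21, a GRCm38 annotation, and 20036 had an annotated 3’ UTR. By name, 22550 matched directly, 1351 by an older symbol, 24 by the GENCODE symbol and 137 not at all. Depth per library was estimated from the FPKM of 1 read at genes with 1 transcript: 35.0, 36.7 and 28.4 M reads in *Norad+/+* brain, 34.7, 35.4 and 33.5 in *Norad-/-* brain, 31.6, 32.5 and 33.8 in *Norad+/+* spleen, and 32.7, 35.3 and 35.3 in *Norad-/-* spleen. At these depths 44.5% to 48.3% of the values at or below 0.1 FPKM are whole reads within 2%, so the depths are estimates and low values rest on few reads.

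Values were taken as log2(FPKM + 0.1), which understates changes of genes near 0.1 FPKM. Genes with a mean of at least 1 FPKM over the 6 libraries of a tissue were tested with limma 3.58.1 in R 4.3.3, with a variance trend, and p was adjusted by Benjamini-Hochberg within each tissue at a threshold of 0.05. Gene lists with at least 3 tested genes, 43 in brain and 38 in spleen of 58 fixed lists, were tested with camera at a preset inter-gene correlation of 0.01, again with an estimated correlation and with fry, adjusted over the lists of a tissue. With fry 0 lists passed in either tissue. A gene that moved is counted over all genes tested and adjusted over the list alone. List means of 3 against 3 libraries were compared by exact permutation over 10 splits, with 0.1 as the smallest possible p. Which of the fixed lists are described was chosen after their values were seen.

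PREs were counted in the longest annotated 3’ UTR of each gene. Genes with 2 or more were matched to genes with none on expression and 3’ UTR length within 0.25 SD and compared by the Kolmogorov-Smirnov test and by the difference of medians. The difference between tissues was tested as an interaction in limma over 14192 genes, with 100 regroupings. The paper gives 3 mice per genotype, so brain and spleen libraries may come from the same animals, which the sample records do not name. Named genes are, in each tissue and direction, the 10 with the smallest p among those with non-overlapping groups, whether or not they passed, up to 4 members per described list, and genes that the paper names. Of 10 named genes per direction, 0 higher and 2 lower passed in brain and 1 higher and 3 lower in spleen. Gene models without a symbol, 2 in spleen, were left out.

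The steps were tested on simulated data. Of 200 genes moved by 1 on the log2 scale, 60% were found in brain and 60.5% in spleen, and of 200 moved by 2, 95% and 88.5%. Where no list was moved, 0 were called. This does not show how often real lists, whose genes move together, would be called by chance at the preset correlation. In spleen 26 real lists passed at it and 0 with an estimated correlation. Of 500 draws without a PRE effect 5% in brain and 3.4% in spleen fell below 0.05. Of the 9 other groupings of the real libraries, 4 in brain and 6 in spleen fell below 0.05, more often than the draws. The alternatives were other pseudocounts, filters, scalings and variance models, a block by replicate number, leaving out each library, other PRE definitions and controls, and Reactome sets. A covariate of red cell precursors and leaving out replicate 3 of both brain groups were added after the data were seen, as were controls matched on GC, the backward motif at genes with no PRE, and libraries left out of the interaction test. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.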

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

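Chosen after the result was seen were the tests with the red cell covariate, with controls of the same GC content, with the backward motif, of the interaction with libraries left out, of members without a PRE and without *Norad+/+* spleen replicate 3, and the split tests of the mitotic list and of the gene counts, as was the bound of 1 standard error in the test of steps.

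The lists of dividing cells differed between the 2 tissues by an interaction test with camera. Only 14 of 49 segregation genes reached the filter in brain, 18 of 54 of G2/M phase and 18 of 38 of DNA repair, so for these lists a change could hardly be seen at most genes in brain and part of the difference is built in. The effect in spleen minus that in brain was -1.222 for sister chromatid segregation (adjusted p = 6.41e-13), -0.923 for DNA replication and -0.537 for DNA repair. It was -0.946 for S phase and -1.181 for G2/M phase. Each of these had adjusted p = 0.799 with an estimated correlation. The heat shock list differed in the other direction, by 0.344 (adjusted p = 0.000515, and adjusted p = 0.799 with an estimated correlation). Sister chromatid cohesion did not pass (-0.144, adjusted p = 0.855, 24 genes). For single genes, 0 of 14192 passed the interaction test in limma and 2089 had an unadjusted p under 0.05. Any regrouping reaches a count of 0, so the 100 of 100 that did, up to 6, say nothing. Without *Norad-/-* spleen replicate 3 the count was 317.

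Lower mitotic genes in spleen may come, among other causes, from PUMILIO acting on their own PREs or from fewer red cell precursors. Of 134 genes in the segregation, DNA replication and G2/M phase lists, the 41 with a PRE had a median of -1.269 and the 93 without one -1.008 (standard error 0.063), a difference of -0.261 (bootstrap standard error 0.144, permutation p = 0.0456). This p treats the genes as independent, though they move together, and the groups were not matched for expression or 3’ UTR length. It therefore cannot decide whether PREs take part. They are not the whole cause, since genes without one were low as well. With the red cell precursor mean as a covariate the genotype effect on the segregation list mean went from -1.123 (standard error 0.455) to -0.211 (standard error 0.303). Fewer precursors would give this, but there are 6 libraries and the covariate itself moves with genotype. List means of red cell precursors were lowest in *Norad-/-* spleen replicates 1 and 2 (-2.54 and -2.95). So were those of neutrophils (-1.38 and -2.27) and megakaryocytes (-0.79 and -0.85). The covariate thus cannot tell precursors from other changes shared by these libraries. A part played by PREs at the 41 genes stays open. Tissue of the pancreas and liver in *Norad+/+* spleen replicate 3 is unlikely to be the source, since the median was -0.994 without that library. Of the 10 splits of the 6 spleen libraries, 1 was as large as the real -1.263, the highest other being 1.23, and 10 splits are too few for a share under 0.05.

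Small differences at genes with PREs could come from the base composition of their 3’ UTRs. Genes with the backward motif and no PRE had a median difference of -0.02 in brain (bootstrap standard error 0.022, 203 genes), which leaves this open. With controls of the same GC content (40% against 40.2% in brain and 40.1% against 40.2% in spleen) the difference was -0.015 in brain and 0.034 in spleen (p = 0.0487, n = 844 genes in each group), no smaller than without. Splits of the 6 libraries gave a difference as large as the real -0.01 in 8 of 10 cases in brain, with -0.027 the largest other. In spleen 5 of 10 were as large as the real 0.023, with -0.051 the largest other.

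*Norad+/+* brain replicate 3 held 854 genes that lay at least 0.7 log2 units from the other 5 libraries while these lay within 0.4, against 16 to 39 in each other brain library. Division of reads among transcripts could give such steps, but the rate at genes with 3 or more transcripts over that at genes with 1 was 0.984 (95% interval 0.807 to 1.2). The interval lies below the predicted 2, while the value lies below the 1.2 set for no excess by more than 1 standard error but not by 2. The ratio cannot decide, because brain genes with 1 transcript had lower expression (median log2 of 2.587 against 3.283 with 3 or more). In spleen the stepped share was 3.31% at genes with 1 transcript and 1.42% at genes with 3 or more, so equal rates are not a safe baseline. The deviation of this library had a Spearman's rho of -0.096 with transcript length, too small to tell, and of -0.081 with base composition, below the size that an explanation by composition predicted. *Norad-/-* brain replicate 3 had a stronger trend with transcript length (rho -0.357) and held 39 such genes.

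For the counts of genes past the threshold, 4 of 10 splits in brain reached the real 2 (highest other 3) and 1 of 10 in spleen reached the real 4 (highest other 3). In spleen 1 of 10 reached the 1680 genes lower in spleen at p of 0.05 or less (highest other 1298). Such splits are too few for a share under 0.05.

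Outside the genes the paper discusses, 2 lists were higher in *Norad-/-* brain with camera. These were immediate early genes, with a median of 0.244, and meninges and fibroblasts, with 0.173 (adjusted p = 0.872 with an estimated correlation for both). In *Norad-/-* spleen 7 such lists were higher, none past the threshold with an estimated correlation. The medians were 0.607 for T cells, 0.452 for heat shock, 0.276 for dendritic cells and 0.208 for immediate early genes. Plasma cells had 0.202, B cells 0.182 and the cytosolic ribosome 0.07. *Gh* at 984 FPKM and *Prl*, the pituitary prolactin, at 280 FPKM appeared in *Norad-/-* brain replicate 3, against at most 0.311 and 0.0945 in the other brain libraries.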

How the results depend on the processing

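Chosen after seeing the data were the tests with the covariate of red cell precursors, without replicate 3 of both brain groups, with controls matched on GC, with the backward motif at genes with no PRE, and of the interaction with libraries left out. *Norad*, *Epb41l1*, *Cnbd2*, the gene counts, the PRE differences and the segregation, cohesion, oxidative phosphorylation and qRT-PCR lists are left out of the next tally. Over 137 results at other named genes and described lists and 2191 settings of them, 2115 kept direction and side of the threshold, 35 lost a call, 28 gained one and 13 turned direction. Most of the single genes had no call to lose, so the tally does not measure how stable a call was. Of the genes that were called, *Mrpl57* lost its call in 5 of 16 settings, *Sema6d* in 4, *Kbtbd7* in 9 and *Wipf1* in 10. The 2191 settings leave out the estimated correlation and fry, under which 0 lists passed in either tissue. Unless stated, the cause was not tested. With 3 mice per group, simulated changes of 1 log2 unit were found in 60% of genes in brain and 60.5% in spleen, and depth itself was not varied here. Changes under 1 log2 unit were not simulated for single genes. The paper describes the repression of individual PUM2 targets as generally low, so these rates do not apply to it. Where 1 library is left out, the remaining 2 of a group carry its spread. In brain each library correlated best with that of the same number, but not in spleen (correlation of same-number pairs 0.061, 0.068 and 0.11 in brain and 0.338, -0.147 and 0.29 in spleen), and the sample records name no pairing, so none was assumed. A block by number left 1 gene called in brain and 1 in spleen.

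In brain the difference at genes with PREs (-0.01) was -0.016 with 1 or more PREs, -0.021 with a relaxed motif, 0.004 without replicate 3 of both groups and -0.021 to 0.004 with 1 library left out. Genes changed in brain (2) numbered 1 with the block, 25 without replicate 3 of both groups and 1 to 15 with 1 left out. With 1 library left out, the qRT-PCR list (-0.196) ran from -0.192 to 0.027, and oxidative phosphorylation (-0.046) from -0.135 to 0.046. The neighbours list reversed at a mean of at least 5 FPKM (0.202), *Pum2* without *Norad+/+* brain replicate 3 (-0.009), *Norad-/-* brain replicate 3 (-0.014) or both (-0.105), and *Pdhx* without both (-0.002). With 1 library left out *Pum2* ran from -0.014 to 0.17.

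In spleen segregation (-1.263) lost its call with an estimated correlation and with fry. Cohesion (-0.26) lost it with both, at a mean of at least 5 FPKM (-0.047) and with the covariate (-0.084), and ran from -0.317 to -0.147 with 1 library left out. Oxidative phosphorylation (-0.188) lost it with both and with the covariate (-0.052), and ran from -0.289 to -0.046. The qRT-PCR list (-0.224) lost it with both and with the covariate (-0.101), and ran from -0.253 to -0.189. The difference at genes with PREs (0.023) was 0.034 with 1 or more PREs, 0.024 with a relaxed motif, 0.055 with window controls, 0.034 with controls matched on GC, 0.033 with pseudocount 1, 0.045 at a mean of at least 5 FPKM, 0.028 in TPM and 0.031 after quantile normalization, all past the threshold, and ran from -0.002 to 0.061. Genes changed (4) numbered 2 with no filter, in TPM, with median-of-ratios scaling and after quantile normalization, 1 with the block or the covariate, and 1 to 93 with 1 library left out. Genes lower at p of 0.05 or less (1680) numbered 452 with the covariate and 817 to 2395 with 1 library left out. *Epb41l1* turned to 0.024 in TPM, 0.104 after quantile normalization and 0.076 with the covariate, and ran from -0.207 to 0.163. *Cnbd2* turned to 0.011 after quantile normalization, as did the neighbours list (0.011). *Dlgap4* reversed in TPM (0.03), after quantile normalization (0.048) and without *Norad+/+* spleen replicate 1 (0.194), *Scand1* without *Norad+/+* spleen replicate 3 (0.514) or *Norad-/-* spleen replicate 3 (0.028), *Aar2* with the covariate (0.094), and the neutrophil list with the covariate (0.553). With 1 library left out *Dlgap4* ran from -0.243 to 0.194 and *Scand1* from -1.032 to 0.514.

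Genes past the interaction test (0) numbered 15 with pseudocount 1, 2 with pseudocount 0.01, 3 after quantile normalization and 0 to 317 with 1 library left out. Among genes at p of 0.05 or less in brain, 56.4% were higher, but 44.4% with median-of-ratios scaling.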

Differences from the paper's values

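The number of PREs in the *Norad* transcript, the value of the paper's text compared here, did not differ. The tests behind the settings added later were chosen after the result was seen. Some differences below are of direction and others of passing a threshold, and the gene sets are not the same.

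The paper reports lower expression of PUM2 CLIP targets in *Norad-/-* brain (Figure 3D). Genes with 2 or more PREs here differed from matched genes by -0.01 (p = 0.474, n = 1123 genes in each group). Lower and past the threshold was the difference with genes of 1 or more PREs (-0.016), with a relaxed motif (-0.021) and without *Norad-/-* brain replicate 1 (-0.021). No other setting passed, while the same test passed at 4 of the 9 other groupings of the brain libraries.

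The paper reports lower expression of CLIP targets with 2 or more PREs in *Norad-/-* spleen (Figure 4E). Genes with 2 or more PREs here differed by 0.02 (p = 0.0739, n = 917 genes in each group). No setting gave a lower value past the threshold, the lowest being -0.002 without *Norad+/+* spleen replicate 3.

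The paper reports repressed mitochondrial gene sets in brain and spleen (Figure 6—figure supplement 1). Of the genes of Figure 6A, 33 of 44 lay below 0 in spleen and 18 of 45 in brain. The oxidative phosphorylation list was lower in spleen (-0.19, adjusted p = 0.00177, and adjusted p = 0.698 with an estimated correlation). That call ended without *Norad+/+* spleen replicate 3 (-0.046) and with the covariate of red cell precursors (-0.052). In brain the list was not past the threshold (-0.05, adjusted p = 0.246), and it passed without *Norad-/-* brain replicate 3 (-0.14, adjusted p = 0.00912). The qRT-PCR list in brain (-0.20, adjusted p = 0.0684) passed without *Norad+/+* brain replicate 1, *Norad-/-* brain replicate 2 or *Norad-/-* brain replicate 3.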

Other observations

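Which of the fixed lists are described below was chosen after the result was seen, as was the test with the covariate of red cell precursors.

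Genes of T cells rose in *Norad-/-* spleen, 17 of 17 members above 0 with a median log2 fold change of 0.61 (camera adjusted p = 5.98e-15, and adjusted p = 0.649 with an estimated correlation). All 17 passed limma when adjusted over the list alone against 0 over all genes tested. *Lat*, an adaptor of the T cell receptor, had 48.8 ± 4.44 FPKM (SD, n = 3) in *Norad+/+* and 83.1 ± 7.98 (SD, n = 3) in *Norad-/-*. *Zap70* and *Lck*, kinases of the same receptor, had log2 fold changes of 1.24 and 0.57. The T cell list mean was 0.37 and 0.40 in *Norad-/-* spleen replicates 1 and 2, where red cell precursors were lowest. It was 0.18 in *Norad-/-* spleen replicate 3 and -0.39 to -0.18 in *Norad+/+* spleen. The T cell median ran from 0.547 to 0.684 with 1 library left out and from 0.399 to 0.728 under other settings. Dendritic cell genes rose with 13 of 14 above 0 (adjusted p = 5.49e-05). Past limma when adjusted over the list alone were 2 of them, against 0 over all genes tested. These were *Cd209a*, a lectin of dendritic cells (0.98), and *Siglech*, a marker of plasmacytoid dendritic cells (0.66). The dendritic cell list mean was 0.12, 0.27 and 0.13 in *Norad-/-* spleen replicates 1, 2 and 3. Red cell precursors stood at -2.54, -2.95 and 1.02 in these libraries. The dendritic cell median of 0.276 ran from 0.226 to 0.437 with 1 library left out and from 0.151 to 0.399 under other settings. Genes of red pulp macrophages fell, 16 of 16 below 0 with a median of -0.54 (adjusted p = 1.58e-08). Of them 13 passed limma when adjusted over the list alone against 0 over all genes tested. *Csf1r*, the macrophage growth factor receptor, had 112 ± 4.45 FPKM (SD, n = 3) in *Norad+/+* and 82 ± 6.27 (SD, n = 3) in *Norad-/-*. *Mrc1*, the mannose receptor, had -0.81. The macrophage list mean was -0.47 and -0.43 in *Norad-/-* spleen replicates 1 and 2, where red cell precursors were lowest too. It was -0.03 in *Norad-/-* spleen replicate 3 and 0.15 to 0.45 in *Norad+/+* spleen. Genes of neutrophils (17 of 17 below 0, median -1.92, adjusted p = 4.39e-05) and megakaryocytes (17 of 17, median -0.90, adjusted p = 0.000282) fell as well. With limma 2 neutrophil genes and 0 megakaryocyte genes passed when adjusted over the list alone. Over all genes tested 0 of either passed. *Mmp9*, a protease of neutrophil granules, had -1.41. The neutrophil means overlapped, with 0.97 in *Norad-/-* spleen replicate 3 against -0.06 in *Norad+/+* spleen replicate 1 (exact permutation p = 0.2), and red cell precursors moved in the same libraries. The megakaryocyte means overlapped too, with 0.4 in *Norad-/-* spleen replicate 3 against 0.06 in *Norad+/+* spleen replicate 1 (exact permutation p = 0.2). The neutrophil median ran from -2.908 to -1.148 with 1 library left out and turned to 0.553 with the covariate of red cell precursors. Heat shock genes rose with 7 of 11 members above 0, 4 below and a median of 0.45 (adjusted p = 0.0034). With limma 3 passed when adjusted over the list alone and 0 over all genes tested. *Hspa1a*, an inducible chaperone, had 2.44 and *Dnaja1*, a co-chaperone, 0.87. The heat shock median ran from 0.229 to 0.693 with 1 library left out, and its call ended without *Norad-/-* spleen replicate 3. None of these lists passed with an estimated correlation.

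In *Norad-/-* brain immediate early genes of neuronal activity rose, 15 of 19 above 0 (camera adjusted p = 0.0112), with *Egr3* (1.15), *Fos* (0.49) and *Arc* (0.52) past limma when adjusted over the list alone and 0 over all genes tested. Their list means overlapped, with 0.0 in *Norad-/-* brain replicate 3 against 0.04 in *Norad+/+* brain replicate 1 (exact permutation p = 0.2). Genes of meninges and fibroblasts rose with 11 of 14 above 0 (adjusted p = 0.0112), 4 past limma when adjusted over the list alone and 0 over all genes tested. Among them were *Slc6a13*, a GABA transporter of the meninges (0.60), and *Lum*, a matrix protein (0.53). The list mean was highest, at 0.26, in *Norad-/-* brain replicate 3, the library with pituitary genes, and -0.06 in both *Norad-/-* brain replicate 1 and *Norad+/+* brain replicate 3, while without *Norad-/-* brain replicate 3 the list passed (0.133, adjusted p = 0.021). *Bhlhe41*, a repressor of the circadian clock, had a log2 fold change of 1.08 and passed when adjusted over the list alone (adjusted p = 0.00849), while the clock list did not pass (adjusted p = 0.244). The calls of immediate early genes and meninges ended without *Norad+/+* brain replicate 2. That of meninges also ended at a mean of at least 5 FPKM (adjusted p = 0.193) and with the block by replicate number (adjusted p = 0.0562), and neither list passed with an estimated correlation.

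Replication-dependent histone genes fell in *Norad-/-* brain (5 of 6 below 0, median -0.45, adjusted p = 0.0233, and adjusted p = 0.872 with an estimated correlation). Only 6 of 68 such genes were tested, and with limma 0 passed when adjusted over the list alone or over all genes tested, 2 being lower at an unadjusted p under 0.05. The list mean was 0.49 in *Norad+/+* brain replicate 3 against 0.02 and 0.11 in the other *Norad+/+* brain libraries. Genes of NRF2 and oxidative stress fell in *Norad-/-* spleen (17 of 20 below 0, median -0.45, adjusted p = 0.00499, and adjusted p = 0.698 with an estimated correlation). With limma 0 of them passed when adjusted over the list alone or over all genes tested, and 7 were lower and 1 higher at an unadjusted p under 0.05. The list means overlapped, with 0.10 in *Norad-/-* spleen replicate 3 against -0.05 in *Norad+/+* spleen replicate 1 (exact permutation p = 0.2), and red cell precursors moved in the same libraries. Pancreas genes were lower in *Norad-/-* spleen (14 of 14, median -2.56, adjusted p = 0.0339, and adjusted p = 0.698 with an estimated correlation), with a list mean of 5.97 in *Norad+/+* spleen replicate 3. The pituitary list did not pass in brain (median 3.03, adjusted p = 0.117).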
